# RNA sequencing reveals resistance of TLR4 ligand-activated microglial cells to inflammation mediated by the selective jumonji H3K27 demethylase inhibitor

**DOI:** 10.1038/s41598-017-06914-5

**Published:** 2017-07-26

**Authors:** Amitabh Das, Sarder Arifuzzaman, Taeho Yoon, Sun Hwa Kim, Jin Choul Chai, Young Seek Lee, Kyoung Hwa Jung, Young Gyu Chai

## Abstract

Persistent microglial activation is associated with the production and secretion of various pro-inflammatory genes, cytokines and chemokines, which may initiate or amplify neurodegenerative diseases. A novel synthetic histone 3 lysine 27 (H3K27) demethylase JMJD3 inhibitor, GSK-J4, was proven to exert immunosuppressive activities in macrophages. However, a genome-wide search for GSK-J4 molecular targets has not been undertaken in microglia. To study the immuno-modulatory effects of GSK-J4 at the transcriptomic level, triplicate RNA sequencing and quantitative real-time PCR analyses were performed with resting, GSK-J4-, LPS- and LPS + GSK-J4-challenged primary microglial (PM) and BV-2 microglial cells. Among the annotated genes, the transcriptional sequencing of microglia that were treated with GSK-J4 revealed a selective effect on LPS-induced gene expression, in which the induction of cytokines/chemokines, interferon-stimulated genes, and prominent transcription factors TFs, as well as previously unidentified genes that are important in inflammation was suppressed. Furthermore, we showed that GSK-J4 controls are important inflammatory gene targets by modulating STAT1, IRF7, and H3K27me3 levels at their promoter sites. These unprecedented results demonstrate that the histone demethylase inhibitor GSK-J4 could have therapeutic applications for neuroinflammatory diseases.

## Introduction

Microglial cells are the resident macrophages of the brain and spinal cord and act as the first-line active immune defense as well as in brain-specific innate immune responses in the central nervous system (CNS). Through the interaction of various infectious agents, including bacterial pathogens, microglial cells become activated and react quickly^1^. The priming of microglia is associated with the production and release of numerous pro-inflammatory mediators, including reactive oxygen species (ROS), nitric oxide (NO), prostaglandins (PGs), cytokines and chemokines. Prolonged or excessive microglial activation may promote pathological forms of inflammation that contribute to the initiation and progression of neurodegenerative diseases, including Alzheimer’s disease (AD), Parkinson’s disease (PD) and multiple sclerosis (MS)^2, 3^. However, the defensive or preventive mechanisms against the detrimental phenotypes associated with microglial cells have not been fully understood. Considering the significant impact of microglial cells in innate immune functions, preventing their activation may be important in the search for neurodegenerative diseases treatment options.

Morphologically, the microglial cell surface is furnished with various pattern recognition receptors (PRRs), including the Toll-like receptor (TLR) family (denoted as TLR1-9), to detect and respond to the presence of various stimuli and toxins^4, 5^. The bacterial endotoxin lipopolysaccharide (LPS), which is mostly recognized by TLR4, activates intracellular signaling pathways and increases the expression of pro-inflammatory mediators such as NO, prostaglandin E2 (PGE2), cyclooxygenase-2 (COX-2), cytokines (e.g., IL1B, IL6 and TNF-α) and TFs (e.g., NF-κB, IRF, STAT) in microglial cells^6^. From previous studies, the response of macrophages to LPS is believed to proceed through histone modification at specific inflammatory genes, prompting further exploration to address the temporal cascade of epigenetic events and the effects of specific epigenetic inhibitors. A pivotal study showed that upon LPS stimulation, the H3K27 demethylase JMJD3 was rapidly induced and that more than 70% of LPS-induced genes recruited JMJD3 to their promoter region, which is a general hallmark of gene activation^7^. Indeed, JMJD3 is a bona fide mediator of H3K27me1/me2/me3 demethylation, by reprogramming the transcription of genes by recruiting distinct TFs to gene promoters via epigenetic regulation that is involved in pro-inflammatory gene transcription^7–9^. These observations raised the possibility that JMJD3 may contribute to demethylation-dependent histone-packaged inflammatory gene expression programs associated with various human diseases.

Recently, a potent and highly specific JMJD3 inhibitor, GSK-J4, was discovered by Kruidenier and colleagues^10^. GSK-J4 reduces pro-inflammatory cytokine production by modulating JMJD3, leading to a reduction in H3K27me3 in LPS-induced macrophage cells^11, 12^. Recently, GSK-J4 has been demonstrated to exhibit a potent inhibitory activity against a range of cell lines derived from certain cancers, including T-ALL, B-ALL and glioma^11, 12^. These studies empower the mechanistic investigation of how this inhibitor can be used to effectively modulate JMJD3 in microglial cells.

Although GSK-J4 decreases the production of inflammatory cytokines in LPS-induced macrophages^10^, a genome-wide search for GSK-J4 molecular targets in LPS-induced microglial cells has not yet been performed. Therefore, we studied gene array and comparative gene expression analyses from PM and BV-2 microglial cells upon stimulation with LPS, GSK-J4, and LPS + GSK-J4 using massively parallel cDNA sequencing (RNA-seq), which opened the way to unbiased and efficient assays on the transcriptome of any mammalian cell^13, 14^. In principle, RNA-seq allows the identification of all expressed transcripts, both protein-coding and non-coding. Furthermore, several studies indicate that next-generation sequencing is more valuable and particularly appropriate to examine the pathogenesis of complex neurodegenerative diseases such as AD^15^. To the best of our knowledge, this is the first genome-wide study of GSK-J4-mediated global gene expression changes in PM and BV-2 microglial cells using RNA-seq analysis.

Here, for the first time, we report that GSK-J4 is a potent modulator of microglial activation. In particular, GSK-J4 treatment resulted in the significant down-regulation of key inflammatory genes in LPS-induced PM and BV-2 microglial cells. Importantly, these inflammatory genes were not affected by GSK-J4 treatment alone. Overall, the results suggested that the synthetic compound GSK-J4 might be an effective therapeutic target with possible research and clinical value. Taken together, these findings establish a role for GSK-J4 in mouse microglia stimulation and justify the further testing of GSK-J4- targeting genes in the treatment of inflammatory brain damage.

## Results

### Distinct gene signatures were identified during the inflammatory response using RNA-seq analysis in PM and BV2 microglial cells

To determine the high-resolution transcriptome in response to LPS stimulation, we treated PM and BV-2 microglial cells with LPS for 4-h before cDNA library preparation for RNA-seq experiments. The RNA-seq transcriptional analysis was performed using three independent samples (biological replicates) of each treatment in PM. The data from all the experiments (each group) were combined, and the genes whose expression levels significantly differed were identified. We used a 1% false discovery rate (FDR), *P* ≤ 0.01, and log_2_-fold change ≥1.5 for up- or down-regulation as the criteria for defining the differentially expressed genes. Of note, we previously found that most of the inflammatory response-related genes were up-regulated at a 4-h time point^16, 17^. We chose this time point for transcriptional profiling; this time point was also used in other studies^18, 19^ that investigated the general induction pattern of microglial activation by LPS.

RNA-seq analysis revealed a total of 331 and 1286 genes that were differentially expressed upon stimulation with LPS (increased or decreased in expression with a log_2_-fold change ≥1.5, *P* ≤ 0.01) in BV-2 microglial cells and PM cells, respectively. Of these, 299 and 946 genes were up-regulated, and 32 and 340 genes were down-regulated 4-h after LPS treatment in BV-2 microglial cells and PM, respectively (Fig. 1B). In a previous study, we compared the transcriptomes of BV-2 microglial cells and PM following LPS stimulation and showed that PM reacted stronger to LPS and that therefore, a much larger number of transcripts were altered in PM than in BV2 cell lines^17^. The following inflammatory response- and immune response-related genes exhibited the most dramatic induction levels following LPS challenge: (1) cytokines/chemokines (CCL6, CCL8, CX3CL1, CXCL1, CXCL3, CXCL9, CXCL11, CXCL16, IL12B, IL18BOS, IL18BP, IL19, IL23A, IL27, IRAK1BP1, SOCS1, TNFSF11A, and TNFSF15), (2) interferon-related genes (IRGs) (GBP2B, GBP4, GBP9, GBP10, GBP11, IFI44I, IFIH1, and IFNB1), and (3) one prostaglandin-related gene (PTGS2) (Fig. 1A,C,D). To classify these genes according to biological processes and molecular gene ontology (GO) functions, we categorized these genes using the DAVID (Database for Annotation, Visualization and Integrated Discovery) Bioinformatics Resources^20, 21^ through classification into GO categories (FDR 0.05) based on biological process (BP) and molecular function (MF) as well as KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways. Up-regulated genes were mainly involved in immune system processes and multi-organism processes. Other pathways, such as cell killing, locomotion and responses to stimulus, were also identified in the differentially expressed gene analysis at 4-h after LPS stimulation in the PM and BV-2 microglial cells (Fig. 1E). Down-regulated transcripts affected several developmental processes and GTPase regulator activity in the PM (Supplementary Figure S2). As the down-regulated genes were not associated with inflammation, only the up-regulated genes were further studied.

**Figure 1:**
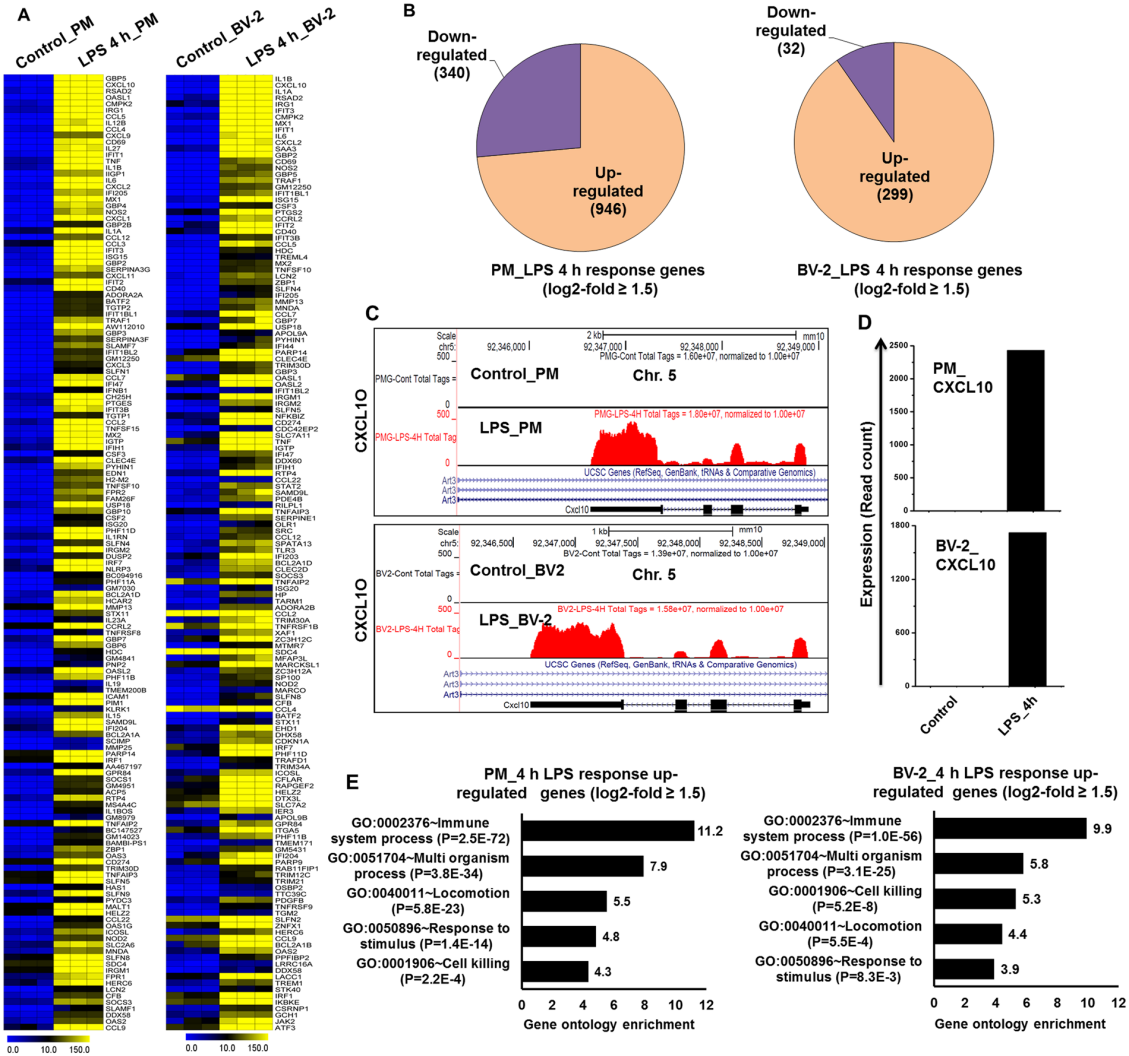
RNA-seq analysis reveals LPS-induced inflammatory response-related genes and their downstream effectors in PM and BV-2 microglial cells. (**A**) A heat map representing the top 150 inflammatory genes in PM and BV2 microglial cells that were up-regulated by LPS stimulation in the RNA-seq gene expression data (*P* ≤ 0.01, and log_2_-fold change ≥1.5). PM and BV-2 microglial cells are compared to the control. Each row shows the relative expression level for a single gene, and each column shows the expression level of a single sample. Heat maps were generated with the Multi Experiment Viewer (version 4.8) software. (**B**) A Venn diagram displaying the number of inducible or repressible genes in PM and BV2 microglial cells. (**C**) UCSC Browser images representing normalized RNA-seq read densities in PM and BV2 microglial cells. (**D**) Transcript abundance (in read count) was evaluated using RNA-seq in LPS-induced PM and BV-2 microglial cells. (**E**) GO analysis of the functional annotations that were associated with up-regulated genes at 4-h after LPS stimulation in the PM and BV-2 microglial cells.

### GSK-J4 exerts a selective effect on LPS-dependent transcriptional responses in PM and BV-2 microglial cells

To determine whether GSK-J4 is also a broad-spectrum, anti-inflammatory agent, we assessed its efficacy as an immunomodulatory drug that could counter microglia-mediated inflammation. We first examined whether GSK-J4 could alter the expression of inflammation-related genes in microglial cells. As shown in Fig. 2, GSK-J4 inhibited LPS-induced inflammatory genes in a dose-dependent manner while having minimal effect on cell viability (data not shown). Indeed, we observed that 10 μM GSK-J4, a dose used in previous publications^10^, led to a marked reduction in inflammatory gene expression in BV-2 microglial cells (Fig. 2). Based on these results, we chose a concentration of 10 μM GSK-J4 for further experimentation. 

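RNA-seq libraries of PM, microglia collected by shaking mixed glial cultures, were analysed for 2 of the treatment groups. They comprised 3 libraries of PM treated with GSK-J4 (10 μM) and 3 libraries of PM treated with LPS (10 ng/ml) and GSK-J4 (10 μM) at 4-h. The untreated and LPS-only PM libraries and all BV-2 libraries were not analysed here. Every fold change given for these data therefore compares LPS + GSK-J4 with GSK-J4 alone and measures the LPS response that remained in the presence of GSK-J4. The libraries were made from rRNA-depleted RNA with a directional kit, and both ends of each fragment were sequenced. The authors trimmed the reads, aligned them to mm10 with STAR and deposited its counts of fragments per gene for each library, without normalization. STAR counts only fragments that map to a single place in the genome and overlap a single gene, so genes with near-identical copies are undercounted. The counts on the strand set by the kit were used, and the antisense column held between 0.966 and 1.38% of the fragments assigned to genes on either strand. The files list genes by symbol, and the positions given are those of the GENCODE annotation of the mm10 assembly, since the paper's text does not name the annotation used for counting.

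Between 11831774 and 13487463 fragments were sequenced per library, of which between 6987694 and 8790782 mapped uniquely. Fragments counted on genes numbered 3254234, 3472716 and 2597505 in GSK-J4 replicates 1, 2 and 3, and 3133300, 3166235 and 2966696 in LPS + GSK-J4 replicates 1, 2 and 3. Between 59.3 and 62.6% of the uniquely mapped fragments of each library lay outside annotated exons on that strand. The ribosomal RNA precursor Rn45s took 25.6% ± 5.88 (SD, n = 3) of the counts on genes in GSK-J4 and 47.1% ± 1.15 (SD, n = 3) in LPS + GSK-J4. A 2-sided exact permutation test of this difference gave p = 0.1, the smallest value that 3 libraries against 3 allow. The features Mir6236 and Lars2 were also treated as ribosomal, which was not tested. Outside these and Rn45s, a mean of 2075444 counts remained in GSK-J4 and 1410524 in LPS + GSK-J4. Genes with low expression were therefore measured with less precision in the latter. Counts were scaled by edgeR's TMM factors, which were between 1.05 and 1.31 in GSK-J4 and between 0.821 and 0.832 in LPS + GSK-J4, and are given as TMM-normalized CPM. A gene with 3 counts had between 0.673 and 1.24 CPM, depending on the library, a floor that covers counting error only.

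No pair of libraries of a group was identical, and the chi-square per degree of freedom between their counts was between 2.12 and 12.5. It was 2.12 and 2.32 between replicates 1 and 2 of each group, and at least 5.81 for every pair with replicate 3. The first principal component held 64.2% of the variance and parted the groups. The second held 16.4% and parted replicate 3 of both groups (15.8 and 29.6) from the other libraries (-21.4 to -2.97). A difference of replicate 3 that both groups share is therefore present in these libraries. Transcripts of Gfap, a marker of astrocytes, were at 16.8 ± 2.34 CPM (SD, n = 3) in GSK-J4 and 54.4 ± 11.8 CPM in LPS + GSK-J4. In all, 10133 genes passed edgeR's filter on low counts and were tested with its quasi-likelihood test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.01 and a log2 fold change of at least 1.5 in either direction, the paper's thresholds.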

We then exposed the PM and BV-2 microglial cells to the following four different conditions: (1) untreated, (2) GSK-J4, (3) LPS, and (4) GSK-J4 + LPS. In contrast to the effect of LPS, the GSK-J4 + LPS-treated cells had a substantially less pronounced effect on gene expression and resulted in the down-regulation of 537 and 139 of the LPS-inducible genes at 4-h in PM (*P* ≤ 0.01, and log_2_-fold change ≥ 1.5) and BV-2 microglial cells (*P* ≤ 0.01, and fold change ≥ 1.5), respectively (Fig. 3A,B). 

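In PM treated with GSK-J4, the addition of LPS up-regulated 299 genes and down-regulated 82. For all 381 of these genes, the 3 LPS + GSK-J4 libraries lay on the same side of the 3 GSK-J4 libraries. With the replicate number as a block in the model, 306 genes were up-regulated and 90 down-regulated. The block leaves fewer residual degrees of freedom, and the spread is estimated anew. The adjusted p of Tnf was 1.02e-38 with the block and 2.81e-14 without it, and that of Irg1 was 0.0403 and 0.00131. Adjusted p values given with the block, here and below, are therefore not comparable with the others. Across genes, deviations from the group means had a mean r of 0.134 between libraries with the same replicate number and -0.0646 between libraries with different numbers. Subtraction of the group means ties the second value to the first, so it is no separate evidence of pairing. Single pairs overlapped, with r from -0.0102 to 0.295 for the same number and from -0.290 to 0.243 for different numbers. The count moved most with the threshold, to 844 up-regulated and 285 down-regulated genes at an adjusted p of at most 0.05 and a log2 fold change of at least 1.

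The 5 genes with the largest increase were Ifnb1, Heatr9, Gbp5, Tnf and Rsad2. Ifnb1 (mm10 chromosome 4, 88522025 to 88522774) rose from 0.0786 ± 0.136 to 88.3 ± 9.80 CPM (SD, n = 3), a log2 fold change of 9.44 (standard error 0.36, adjusted p = 1.69e-11). Tnf (chromosome 17, 35199381 to 35202007) rose from 34.4 ± 5.71 to 4298 ± 235 CPM, a log2 fold change of 6.95 (standard error 0.15, adjusted p = 2.81e-14). Gbp5 and Rsad2 had log2 fold changes of 7.37 and 6.59, with adjusted p = 4.52e-12 and 1.34e-13. Heatr9 (adjusted p = 1.06e-05) had no counts in any GSK-J4 library and Ifnb1 was below the level of 3 counts there, so the size of their fold changes depends on the small count that edgeR adds. The largest decreases were those of Rasd2, Gpr157, Drd1, Dusp13 and Ppp1r3c. Gpr157 (chromosome 4, 150087365 to 150105927) fell from 476 ± 45.9 to 51.4 ± 0.926 CPM, a log2 fold change of -3.21 (standard error 0.13, adjusted p = 2.51e-11). Drd1, Dusp13 and Ppp1r3c had log2 fold changes of -3.03, -2.89 and -2.88, with adjusted p = 0.000462, 2.57e-05 and 2.91e-06. In LPS + GSK-J4 replicates 1, 2 and 3, Rasd2 had 1, 5 and 3 counts, Drd1 3, 1 and 1, and Dusp13 4, 3 and 3. The size of these 3 decreases is therefore uncertain as well. The paper compares GSK-J4 + LPS with LPS in PM (Fig. 3A) and describes a weaker effect on gene expression than that of LPS, with LPS-inducible genes that were lower in the presence of GSK-J4.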

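The remaining LPS response was measured for 14 genes, Ccl2, Ccl7, Ccl9, Ccl12, Cxcl10, Il1a, Il1b, Il1rn, Il6 and Il15 and the TF genes Irf7, Irf9, Stat2 and Nfxl1. Of the 13 that passed the filter on low counts, 8 were up-regulated by LPS in the presence of GSK-J4, with and without the replicate number as a block. None was down-regulated, and 0 were lower at an unadjusted p under 0.05. Ccl2 (mm10 chromosome 11, 82035571 to 82037453) rose from 3.39 ± 0.743 to 116 ± 24.7 CPM (SD, n = 3), a log2 fold change of 5.04 (standard error 0.23, adjusted p = 1.13e-10). Il1a (chromosome 2, 129299610 to 129309972) rose from 48.7 ± 12.1 to 525 ± 43.9 CPM, a log2 fold change of 3.41 (standard error 0.16, adjusted p = 2.21e-10). In counts as deposited, Il1a went from 192 ± 82.8 to 1334 ± 164 fragments per library. Il1b rose from 10.9 ± 4.37 to 182 ± 10.7 CPM and Il6 from 1.86 ± 0.989 to 30.6 ± 4.90 CPM, with log2 fold changes of 4.00 and 3.91. Cxcl10 had a log2 fold change of 6.19 from a starting level of 0.890 ± 0.806 CPM. Ccl7, Il1rn and Ccl9 had log2 fold changes of 3.48, 2.33 and 1.64, and that of Ccl9 was 1.49, below the threshold, without GSK-J4 replicate 3. The increase of Il15, from 7.06 ± 0.977 to 15.3 ± 4.40 CPM, stayed below the threshold for the fold change (log2 fold change 1.11, adjusted p = 0.00654). None of the TF genes was called. Ccl12 was at a mean of 0.0748 CPM in GSK-J4 and 2.35 ± 0.607 CPM in LPS + GSK-J4 and did not pass the filter on low counts. Without that filter its log2 fold change was 4.20 (adjusted p = 0.000669). In DESeq2 it was 4.57 and did not pass the threshold for the adjusted p (adjusted p = 0.0185). Ccl2, Ccl7 and Ccl12 are related genes on chromosome 11, and fragments that matched more than 1 of them would be missing from the counts.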

GSK-J4 suppressed the expression of key LPS-inducible inflammation- and immunity-related genes, including the CCL2, CCL7, CCL9, CCL12, CXCL10, IL1A, IL1B, IL1RN, IL6, and IL15,TFs; Interferon regulatory factor 7 (IRF7); IRF9; signal transducer and activator of transcription 1 (STAT1); STAT2; and NFXL1 (Fig. 3A–H). To further characterize the GSK-J4 down-regulated genes, we investigated the levels of expression of IRGs. These IRGs included factors known to be involved in antiviral responses such as GBP2, GBP3, GBP5, GBP7, GBP9, GBP10, GBP11, the IFN-induced protein with tetratricopeptide (IFIT) family gene IFIT1 (p56), IFIT2, IFIT3, IFIT3B, IFIH1, IFI35, IFI44, IFI47, IFI203, IFI204, IFI205, IRGM1, IRGM2, IRF3-dependent gene ISG15^22^, ISG20, MX1, MX2, OASL1, OASL1B, OASL1G, USP12, USP18, USP21, USP25 and ZBP1 (Fig. 3C,D). In addition to differentially expressed chemokines/cytokines and IRGs, annotation of the RNA-seq data also revealed approximately 21 and 30 previously unidentified genes that were significantly down-regulated by GSK-J4 upon LPS-treatment in PM and BV-2 microglial cells, respectively (Fig. 3C–H), that were important in inflammatory diseases. 

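Of these IRGs, 30 matched a feature of the count tables by symbol, and OASL1B and OASL1G did not. In LPS + GSK-J4 against GSK-J4, 17 of the 27 IRGs tested were up-regulated and 10 were not called. None was called down-regulated, and 1 was lower at an unadjusted p under 0.05. With the replicate number as a block, 16 were up-regulated, because the log2 fold change of Usp18 went from 1.54 to 1.49. Ifit1 (mm10 chromosome 19, 34640871 to 34650009) rose from 1.60 ± 1.89 to 169.9 ± 28.1 CPM (SD, n = 3), a log2 fold change of 6.58 (standard error 0.33, adjusted p = 5.17e-10). Isg15 (chromosome 4, 156199424 to 156200818) rose from 4.96 ± 2.00 to 304 ± 9.18 CPM, a log2 fold change of 5.90 (standard error 0.20, adjusted p = 3.98e-12). Ifih1 went from 11.9 ± 1.42 to 363 ± 6.82 CPM and Oasl1 from 1.45 ± 0.792 to 96.5 ± 8.19 CPM, with log2 fold changes of 4.91 and 5.98. The increases of Mx1 (log2 fold change 1.30), Ifi203 (1.31), Ifi204 (1.44) and Zbp1 (1.17) had an adjusted p below 0.01 and stayed below the threshold for the fold change. Ifi44 passed neither threshold (log2 fold change 1.27, adjusted p = 0.0213), and with the block its adjusted p was 0.00953. Without a single one of the replicates, Ifi204, Ifi44 and Zbp1 each reached the thresholds in at least 1 fit. Usp12 fell from 68.2 ± 3.60 to 32.9 ± 5.46 CPM, a log2 fold change of -1.05 (standard error 0.15, adjusted p = 0.000116).

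Differences within the spread between replicates were those of Gbp9 (log2 fold change -0.03, adjusted p = 0.942), Usp21 (-0.21, adjusted p = 0.573), Usp25 (-0.07, adjusted p = 0.826) and Ifi35 (0.37, adjusted p = 0.425). The sign for Gbp9 and Usp25 changed when single replicates were left out. Gbp11, Ifi205 and Isg20, with means of at most 5.51 CPM in LPS + GSK-J4, did not pass the filter on low counts. Without that filter Ifi205 passed the thresholds (log2 fold change 5.41, adjusted p = 5.92e-10), as it did in DESeq2 (5.79, adjusted p = 0.000243), and Gbp11 and Isg20 did not. The Gbp genes, the pair of Ifit3 and Ifit3b, and Ifi203, Ifi204 and Ifi205 have close paralogs, whose shared fragments are not in the counts.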

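The lower block of the PM heat map in Fig. 3C shows 33 genes outside the cytokine and IRG groups. This is more than the number of previously unidentified genes that the paper's text gives for PM. All 33 were used, and 32 of them passed the filter on low counts. LPS up-regulated 10 of these in the presence of GSK-J4, also with the replicate number as a block, and 22 were not called. None was down-regulated past the threshold, and 2 were lower at an unadjusted p under 0.05. The log2 fold changes ran from -0.63 to 6.59, the largest being that of Rsad2 (mm10 chromosome 12, 26442746 to 26456452), which rose from 5.53 ± 0.610 to 527 ± 57.2 CPM (SD, n = 3). The sign was positive for 22 of the genes and negative for 10. Their median level went from 25.9 CPM in GSK-J4 to 47.6 CPM in LPS + GSK-J4, with a median log2 fold change of 0.64. This median was above that of all 10000 random gene lists of the same size matched on mean expression, which describes these libraries and is not a test over replicates. The paper shows these genes as LPS-inducible genes that GSK-J4 lowered, so a median above that of random lists could follow from this selection.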

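The 15 genes Cxcl2, Csf1, Ccrl2, Dusp16, Ifnb1, Igsf6, Igsf8, Il17ra, Junb, Tnf, Tnip3, Tnfaip3, Tnfsf9, Rel and Relb were all tested in LPS + GSK-J4 against GSK-J4. LPS up-regulated 9 of them in the presence of GSK-J4, with and without the replicate number as a block, and the median log2 fold change over the 15 genes was 1.93. Tnfsf9 (mm10 chromosome 17, 57105325 to 57107757) rose from 5.65 ± 1.07 to 273 ± 38.6 CPM (SD, n = 3), a log2 fold change of 5.59 (standard error 0.19, adjusted p = 3.98e-12). Cxcl2 (chromosome 5, 90903871 to 90905938) rose from 86.5 ± 18.6 to 1749 ± 68.7 CPM, a log2 fold change of 4.33 (standard error 0.15, adjusted p = 4.77e-12). Tnfaip3 went from 180.3 ± 34.9 to 2216 ± 35.1 CPM, a log2 fold change of 3.61. The log2 fold changes of Ccrl2, Tnip3 and Junb were 2.51, 2.11 and 1.69, and Csf1 rose from 74.5 ± 9.45 to 285 ± 61.7 CPM. Il17ra (log2 fold change 1.31), Rel (1.21), Dusp16 (0.86) and Relb (0.69) rose at an adjusted p below 0.01 but stayed below the threshold for the fold change. The differences of Igsf6 (log2 fold change 0.49, adjusted p = 0.0505) and Igsf8 (0.15, adjusted p = 0.512) did not pass the threshold for the adjusted p. With the block that of Igsf6 did (adjusted p = 9.27e-05, not comparable with the value without the block), below the threshold for the fold change. In 14 of the 15 genes every LPS + GSK-J4 library lay above every GSK-J4 library.

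**Figure D1:**
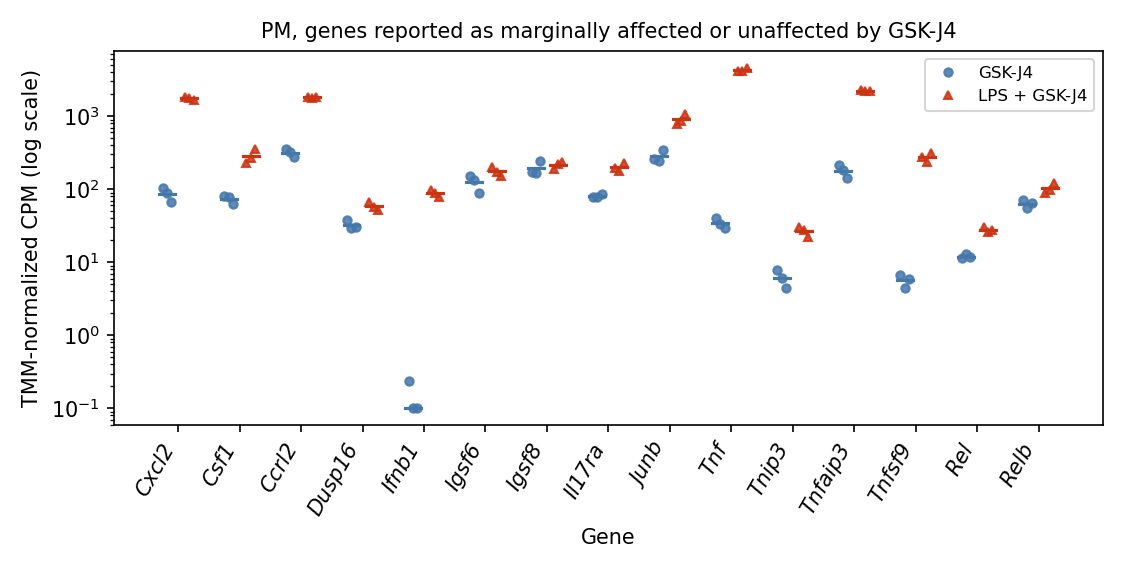
TMM-normalized CPM on a log scale for the 15 genes in the 3 GSK-J4 libraries (circles) and the 3 LPS + GSK-J4 libraries (triangles) of PM, with horizontal lines at the group means and points or lines below 0.1 CPM drawn at 0.1 CPM. The libraries of the groups overlap only in Igsf8.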

Interestingly, inhibition of the other inflammation- and immunity-related genes, such as CXCL2, CSF1, CCRL2, DUSP16, IFNB1, IGSF6, IGSF8, IL17RA, JUNB, TNF-α, TNIP3, TNFAIP3 TNFSF9, REL, and RELB, was marginally affected or unaffected by GSK-J4 (Supplementary Figure S3), suggesting that the GSK-J4-treated, LPS-inducible gene expression profile was highly selective.

**Figure 2:**
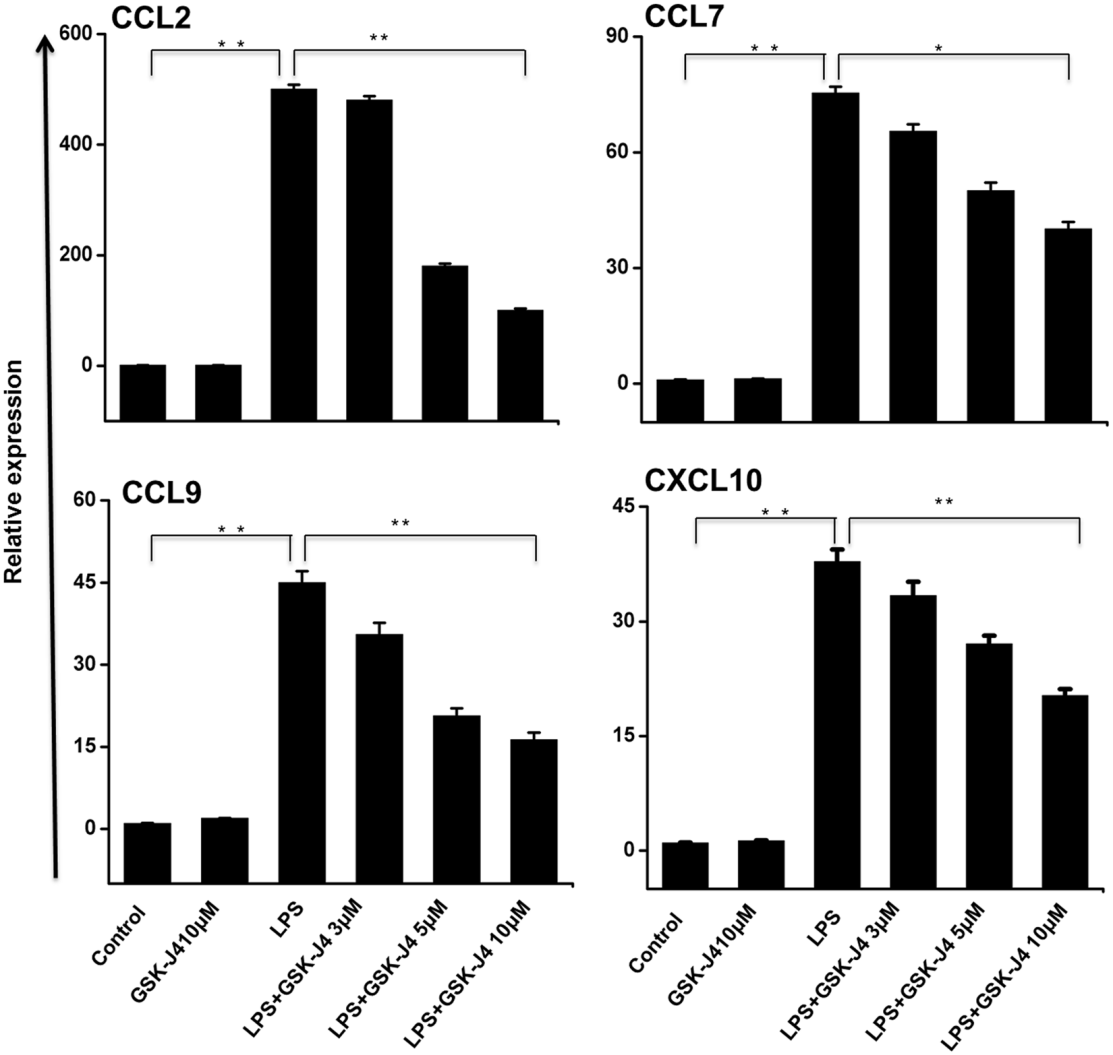
Inhibitory effect of GSK-J4 on LPS-induced BV-2 microglial cells. BV-2 microglial cells were treated with different concentrations of GSK-J4 for 4-h, followed by treatment with LPS (10 ng/ml). Inflammatory genes were significantly down-regulated in cells treated with GSK-J4 compared to untreated cells (*P < 0.01 and **P < 0.001) at the indicated times. Gene expression was normalized to GAPDH transcript levels. The data represent three independent biological experiments. The values are the mean ± SD of triplicate wells.

**Figure 3:**
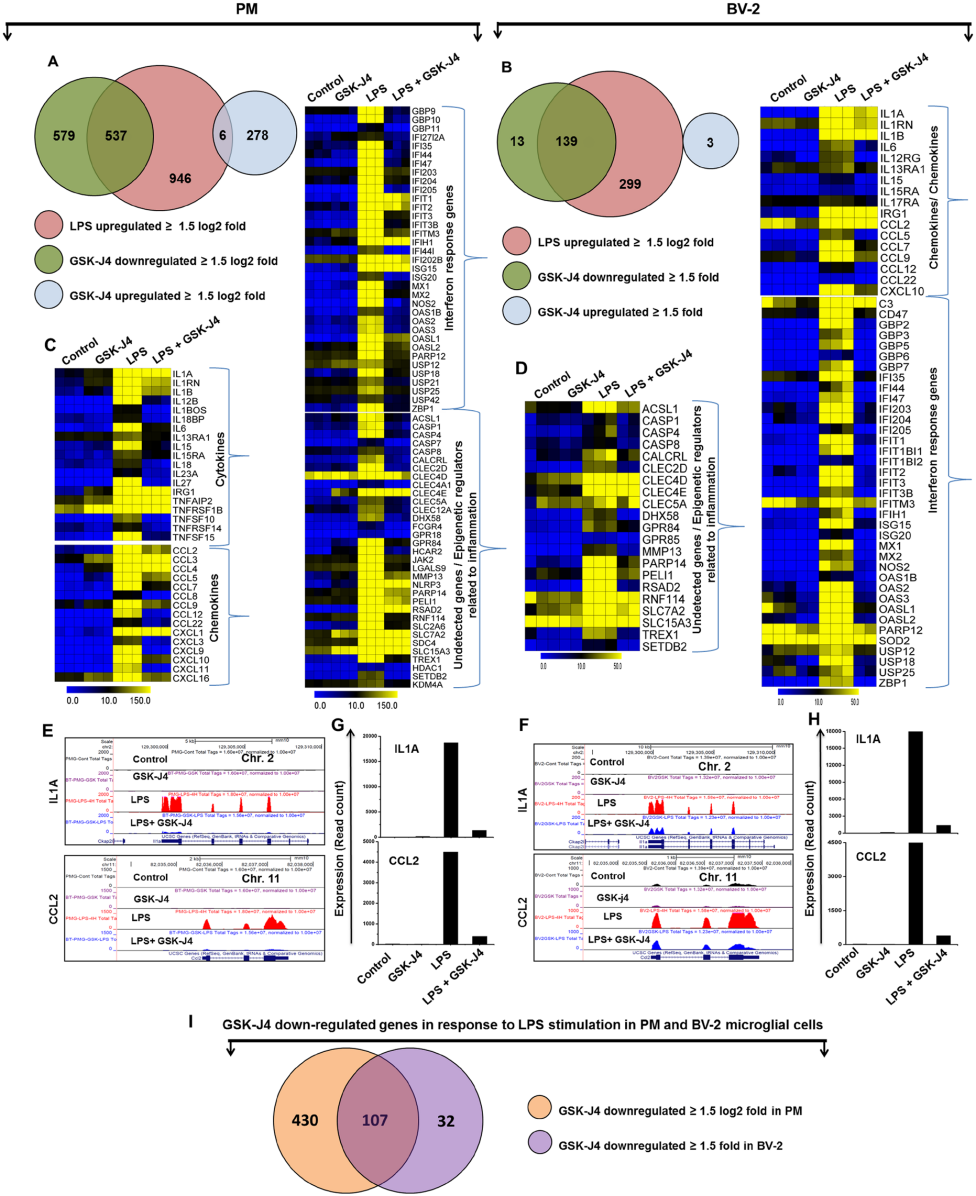
GSK-J4 suppresses a specific subset of LPS-inducible genes in PM and BV-2 microglial cells. (**A**,**B**) A Venn diagram displaying the number of LPS-inducible genes that were suppressed or up-regulated with GSK-J4 treatment at 4-h after LPS stimulation in the PM and BV-2 microglial cells respectively. (**C**,**D**) Heat map representation depicting the positive regulators of inflammatory genes (cytokines, chemokines, IRGs, and undetected genes related to inflammation) that were selectively down-regulated by GSK-J4 at 4-h after LPS stimulation in PM (*P* ≤ 0.01, and log_2_-fold change ≥1.5) and BV-2 microglial cells (*P* ≤ 0.01, and fold change ≥1.5) experiments, respectively. Heat maps were generated with the Multi Experiment Viewer (version 4.8) software. (**E**,**F**) UCSC Browser images representing the normalized RNA-seq read density in GSK-J4-down-regulated inflammatory genes at 4-h in the LPS-induced PM and BV-2 microglial cells compared with controls, respectively. (**G**,**H**) Transcript abundance (in read count) was evaluated using RNA-seq in GSK-J4-down-regulated inflammatory genes at 4-h in the LPS-induced PM and BV-2 microglial cells, respectively. (**I**) The area of overlap indicates the number of unique or shared GSK-J4 down-regulated genes after 4-h of LPS stimulation in PM and BV-2 microglial cells.

### GSK-J4 regulates common and unique transcriptional programs between PM and BV-2 microglial cells

To further investigate the common and unique GSK-J4 down-regulated genes between the LPS-treated PM and BV-2 microglial cells, we again used RNA-seq data to compare the GSK-J4 down-regulated transcriptome of BV-2 microglial cells with PM. Using a similar approach (see above), we compared the GSK-J4 down-regulated transcripts in LPS-treated BV-2 microglial cells with that of PM. Differential expression analysis clearly revealed that GSK-J4 down-regulated a unique gene set in response to LPS stimulation in PM and BV-2 microglial cells (Fig. 3I) suggesting a substantial number of dissimilarities between the two cell types. GSK-J4 down-regulated 430 genes in PM cells that are not common to BV-2 microglial cells. In contrast, GSK-J4 down-regulated 32 genes in BV-2 microglial cells that are not common to PM cells (Fig. 3I). 

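Table 1 lists 50 genes that were suppressed in PM, and all matched a feature of the count tables. Many were near or below the detection limit in PM treated with GSK-J4, where 25 had a mean below 1 CPM and the median over the genes was 0.846 CPM. In LPS + GSK-J4 the median was 3.34 CPM and 11 genes remained below 1 CPM. The filter on low counts left 23 genes to be tested, and 9 of these were up-regulated by LPS in the presence of GSK-J4, also with the replicate number as a block. None was down-regulated, and 0 were lower at an unadjusted p under 0.05. The median log2 fold change of the tested genes was 1.11, in a range from -0.21 to 6.24. The choice of filter moved the count, which was 18 genes without a filter and 1 gene with at least 10 counts required in every sample. The 27 genes that were not tested had means of at most 6.12 CPM in LPS + GSK-J4, where a remaining LPS response was not measurable with the same precision.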

The GSK-J4 down-regulated unique and common gene sets for PM and BV-2 microglial cells are presented in Tables 1, 2 and 3. Of the GSK-J4 down-regulated genes, BV-2 microglial cells and PM shared 107 genes following LPS treatment (Fig. 3I). 

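Table 3 lists 49 genes suppressed in both cell types, and all matched a feature of the count tables. Of the 37 genes tested in PM, 20 were up-regulated by LPS in the presence of GSK-J4. None was down-regulated, and 0 were lower at an unadjusted p under 0.05. With the replicate number as a block, 18 genes were up-regulated, and the calls lost were those of Usp18 and Irg1. Both calls were also lost without the filter on low counts, where Usp18 had a log2 fold change of 1.49 and Irg1 an adjusted p of 0.0142. Irg1, which has no entry under this symbol in the annotation, rose from 42.6 ± 27.3 to 782 ± 66.7 CPM (SD, n = 3), a log2 fold change of 4.16 (standard error 0.46, adjusted p = 0.00131) without the block and of 4.24 (adjusted p = 0.0403) with it. The log2 fold changes of the tested genes had a median of 1.71 and ran from -0.35 to 7.37. The median level of all 49 genes went from 3.93 CPM in GSK-J4 to 16.2 CPM in LPS + GSK-J4. Over the 60 tested genes of Table 1 and Table 3 together, the median log2 fold change was 1.49, and 54 genes were higher and 6 lower in LPS + GSK-J4. Of 10000 random gene lists matched on mean expression, 0 reached this median, and theirs centred on 0.02. Both tables show only the top of the paper's longer lists of LPS-inducible genes that GSK-J4 lowered. A median above that of random lists could follow from this selection, and it does not extend to the genes not shown.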

Importantly, this technology allowed us to identify several specific GSK-J4 down-regulated gene families involved in immune responses that were uniquely altered in LPS-treated PM cells. 

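LPS + GSK-J4 was compared with GSK-J4 for 30 genes, the chemokine and cytokine genes Ccl3, Ccl4, Ccl5, Ccl8, Ccl22, Cxcl1, Cxcl3, Cxcl9, Cxcl11, Cxcl16, Il1bos, Il1rn, Il12b, Il13ra1, Il15ra, Il15, Il18, Il18bp, Il23a and Il27 and the IRGs Gbp2b, Gbp4, Gbp6, Gbp9, Gbp10, Gbp11, Ifi35, IFI44I, Ifi202b and Ifitm3. Of these, 29 matched a feature of the count tables, Il13ra1 through the older symbol IL13RA, while IFI44I did not. The symbol IFI44L, which Table 4 lists for PM, has a feature in the count tables, but IFI44I was not taken to mean it. LPS up-regulated 11 of the 18 genes that passed the filter on low counts, with and without the replicate number as a block. None was down-regulated, and 0 were lower at an unadjusted p under 0.05. Ccl4 (mm10 chromosome 11, 83662584 to 83664683) rose from 24.2 ± 2.70 to 1357 ± 27.2 CPM (SD, n = 3), a log2 fold change of 5.82 (standard error 0.13, adjusted p = 4.41e-14). Ccl3 (chromosome 11, 83647844 to 83649355) rose from 90.2 ± 7.79 to 1099 ± 14.6 CPM, a log2 fold change of 3.60 (standard error 0.12, adjusted p = 3.09e-12). Il12b reached 9.53 ± 2.54 CPM, a log2 fold change of 6.24 from a level below that of 3 counts, and Cxcl1 reached 213 ± 10.6 CPM, a log2 fold change of 5.78. The log2 fold changes of Ccl5, Ccl22, Ifi202b, Gbp10, Gbp6 and Il15ra were 4.03, 2.64, 2.28, 2.15, 2.08 and 2.05. Ifitm3 (log2 fold change 0.57, adjusted p = 0.0269), Cxcl16 (0.35, adjusted p = 0.0779), Il18 (-0.15, adjusted p = 0.867) and Il13ra1 (-0.28, adjusted p = 0.430) did not reach an adjusted p of 0.01. With the replicate number as a block Ifitm3 and Cxcl16 did (adjusted p = 0.00595 and 0.00916), below the threshold for the fold change. Il18 had at most 16 counts in a library, and its sign changed when single replicates were left out. The 11 genes that did not pass that filter had means of at most 4.50 CPM in LPS + GSK-J4. Of these, Cxcl3, Gbp2b, Il23a and Il27 were up-regulated past the thresholds when no filter was used. DESeq2 called Il23a and Il27 (adjusted p = 0.00323 and 0.00579) but not Cxcl3 and Gbp2b (adjusted p = 0.0683 and 0.0115).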

The major GSK-J4 down-regulated genes in PM only included cytokines/chemokines (CCL3, CCL4, CCL5, CCL8, CCL22, CXCL1, CXCL3, CXCL9, CXCL11, CXCL16, IL1BOS, IL1RN, IL12B, IL13RA, IL15RA, IL15, IL18, IL18BP, IL23A, and IL27) and IRGs (GBP2B, GBP4, GBP6, GBP9, GBP10, GBP11, IFI35, IFI44I, IFI202B, and IFITM3) (Table 1). These data suggest that GSK-J4 down-regulated a unique set of genes that is distinct from that of BV-2 microglial cells and may offer new potential GSK-J4 molecular targets in LPS-induced microglial activation.

**Table 1:** Top 50 GSK-J4 down-regulated unique genes in LPS treated PM.

Gene symbol	Down regulated genes (Log2 fold change)	*P*-value
CXCL9	−8.62	2.0E-26
IL27	−7.80	6.0E-48
IIGP1	−7.26	8.1E-43
CXCL11	−7.00	1.3E-45
GBP4	−6.94	2.5E-65
SLFN1	−6.94	7.5E-13
IL12B	−5.77	1.4E-40
TGTP2	−5.76	2.6E-28
TNFSF15	−5.74	1.1E-171
TGTP1	−5.64	5.0E-30
CH25H	−5.53	0.0E + 00
IL1BOS	−5.40	5.8E-19
FPR2	−5.26	1.1E-117
SLAMF7	−5.24	4.3E-76
CCL8	−5.21	2.1E-16
GBP9	−5.15	5.7E-299
PNP2	−5.04	6.5E-11
XKR8	−4.85	4.5E-81
GBP2B	−4.85	3.1E-19
SLAMF1	−4.74	2.9E-14
OAS1G	−4.74	8.5E-62
CD40	−4.73	3.0E-285
CXCL3	−4.71	2.9E-25
GPR18	−4.68	7.8E-16
ADORA2A	−4.59	1.6E-22
PTGIR	−4.57	2.0E-27
KLRK1	−4.45	1.5E-10
TRIM21	−4.45	8.1E-146
CLIC5	−4.32	1.3E-07
OAS3	−4.27	3.7E-105
CCL5	−4.18	5.1E-154
IL18	−4.10	2.2E-49
IFI35	−4.08	5.4E-156
GBP11	−4.08	1.8E-13
NLRC5	−4.07	0.0E + 00
LACC1	−4.03	2.6E-267
FPR1	−4.02	1.2E-227
IL15	−4.01	6.0E-166
H2-M2	−3.93	3.2E-85
IL18BP	−3.72	1.3E-23
SOCS1	−3.72	3.3E-61
PTGES	−3.70	4.5E-247
ADAMTS4	−3.69	1.1E-91
ZFP811	−3.66	8.7E-18
NOD1	−3.64	5.4E-130
MLKL	−3.63	7.4E-23
CSF2	−3.61	8.1E-14
HAS1	−3.60	3.0E-20
OAS1A	−3.52	1.9E-172
OASL1	−3.51	1.8E-59

**Table 2:** GSK-J4 down-regulated unique genes in LPS treated BV-2 microglial cells.

Gene symbol	Down regulated genes (Fold change)	*P*-value
OLR1	−5.04	1.32E-11
HP	−3.94	4.78E-21
RILPL1	−3.76	4.28E-11
KCNA3	−3.6	6.3E-06
FAM49A	−3.52	6.74E-08
APOL9B	−3.4	4.73E-08
PILRA	−3.28	8.12E-11
PID1	−3.06	1.11E-08
APOL9A	−2.98	1.13E-16
SERPINB6B	−2.78	9.88E-08
LRRC16A	−2.64	7.16E-07
SPATA13	−2.26	1.67E-18
THBS1	−2.26	0.000034
LRRC25	−2.18	3.8E-10
NOTCH1	−2.14	1.14E-11
RHOQ	−2.06	5.14E-09
GCNT2	−2.04	9.48E-08
TRIM12A	−2.02	5.18E-08
NEURL3	−2.02	7.88E-12
RAI14	−1.98	7.87E-12
TREM1	−1.94	1.08E-14
AI607873	−1.86	2.32E-13
MFAP3L	−1.86	5.64E-14
IGSF6	−1.78	1.63E-14
DAAM1	−1.72	1.31E-06
MAP3K8	−1.72	1.18E-08
MID1	−1.68	2.97E-05
TET2	−1.62	7.81E-10
ITGA5	−1.56	8.74E-21
PRDM1	−1.54	7.19E-05
DUSP16	−1.52	3.71E-09

**Table 3:** Top 50 GSK-J4 down-regulated common genes in LPS treated PM and BV-2 microglial cells.

Gene symbol	PM_Down regulated genes (Log2 fold change)	*P*-value	BV-2_Down regulated genes (Fold change)	*P*-value
CD69	−7.59	2.3E-48	−5.96	2.7E-33
IFIT1BL1	−7.11	2.6E-28	−6.60	9.3E-32
NOS2	−6.89	3.7E-55	−1.84	3.5E-31
HDC	−6.87	1.7E-18	−3.02	1.7E-23
TNFSF10	−6.81	1.4E-63	−6.02	5.2E-24
MX1	−6.75	8.5E-206	−4.72	3.6E-53
BATF2	−6.49	1.0E-28	−1.84	4.7E-08
SLFN4	−6.46	1.1E-56	−6.20	6.4E-19
CCL12	−6.37	6.0E-42	−5.08	1.0E-17
IFI205	−6.01	2.7E-50	−2.72	1.9E-16
IGTP	−5.98	5.4E-04	−2.40	6.2E-43
IFI47	−5.55	2.7E-199	−2.96	4.8E-25
IFIT3	−5.27	4.8E-285	−3.44	3.1E-71
CMPK2	−5.22	5.9E-04	−2.48	7.6E-139
IFI44	−5.19	3.4E-236	−5.18	1.5E-16
IL1B	−4.97	3.2E-63	−2.86	1.6E-128
PHF11D	−4.88	1.5E-213	−2.80	5.0E-22
SLFN9	−4.86	7.3E-266	−2.82	1.5E-05
IRGM2	−4.74	5.7E-228	−1.64	3.4E-23
IRF7	−4.65	7.1E-83	−1.34	5.9E-18
USP18	−4.65	2.1E-102	−2.10	3.3E-57
IFIT2	−4.56	5.7E-83	−4.02	2.1E-33
SLFN5	−4.55	4.9E-100	−5.28	2.2E-15
IL6	−4.51	2.1E-99	−3.28	5.1E-45
CLEC2D	−4.51	5.2E-04	−2.86	9.9E-27
IFIT3B	−4.49	2.9E-128	−4.48	5.5E-26
SLFN8	−4.47	3.2E-06	−3.08	6.3E-12
TRIM30D	−4.45	1.9E-93	−4.24	3.9E-21
LCN2	−4.41	3.7E-22	−2.12	2.8E-27
IFI204	−4.40	5.9E-44	−2.62	3.5E-08
GBP2	−4.38	1.4E-227	−1.60	7.0E-48
ISG20	−4.30	1.4E-31	−1.82	4.7E-12
TLR3	−4.22	4.6E-46	−4.88	4.3E-13
MX2	−4.22	5.5E-150	−3.26	2.2E-24
GBP5	−4.17	1.3E-185	−2.10	5.1E-31
H2-T24	−4.10	1.1E-124	−2.46	2.5E-08
ZBP1	−4.10	8.6E-160	−2.12	3.0E-29
GBP7	−4.10	3.3E-302	−3.24	3.6E-19
CSF3	−4.06	5.8E-17	−3.02	4.8E-25
CXCL10	−3.90	1.2E-47	−2.70	1.9E-109
OASL2	−3.86	5.6E-57	−1.72	1.4E-45
SETDB2	−3.84	5.2E-96	−2.12	3.9E-09
STAT1	−3.81	9.2E-57	−1.84	2.0E-23
CCL7	−3.79	3.3E-128	−5.20	2.1E-57
RSAD2	−3.65	2.2E-04	−2.14	1.5E-116
MITD1	−3.64	7.1E-62	−2.72	5.2E-04
IRGM1	−3.62	3.2E-14	−2.08	1.5E-59
IRG1	−3.58	1.2E-08	−1.40	1.5E-156
PARP14	−3.56	1.9E-07	−1.94	8.8E-24

### Differential expression of TFs and signaling pathways modulated through GSK-J4 in LPS-induced PM and BV-2 microglial cells

To further investigate whether the effect of GSK-J4 altered the key TFs associated with inflammation, we examined multiple families of TFs that were identified after 4-h of LPS stimulation in PM and BV-2 microglial cells. The annotation of the RNA-seq data also revealed that in the presence of LPS stimulation, GSK-J4 also altered the expression of some key TFs, with a log_2_-fold change ≥1.5 and *P* ≤ 0.01 cut-off values (Fig. 4A and Supplementary Figure S4A). These TFs, including IRF and STAT, play important roles in neuroinflammatory diseases^23, 24^. The following TF families exhibited the most dramatic suppression levels following the GSK-J4 challenge: (1) the IRF group of TFs (IRF7 and IRF9); (2) the STAT group of TFs (STAT1 and STAT2); and (3) the other important group of TFs (NFXL1) (Fig. 4A–C and Supplementary Figures S4A–C). 

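Of the TF genes Irf7, Irf9, Stat2 and Nfxl1, 0 were up-regulated by LPS past the threshold in PM treated with GSK-J4, with or without the replicate number as a block, and 3 were higher at an unadjusted p under 0.05. Stat2 (mm10 chromosome 10, 128270559 to 128292849) was at 21.8 ± 2.53 CPM (SD, n = 3) in GSK-J4 and 29.8 ± 6.35 CPM in LPS + GSK-J4, a log2 fold change of 0.45 (standard error 0.20, adjusted p = 0.113). Irf7 (chromosome 7, 141262706 to 141266481) rose from 9.50 ± 0.377 to 24.7 ± 4.92 CPM, a log2 fold change of 1.37 (standard error 0.22, adjusted p = 0.000225), which is below the threshold for the fold change. Without LPS + GSK-J4 replicate 1 it was 1.51 and past that threshold. Irf9 (chromosome 14, 55603571 to 55610030) rose from 23.6 ± 1.57 to 36.4 ± 0.593 CPM, a log2 fold change of 0.62 (standard error 0.16, adjusted p = 0.0112), and with the block its adjusted p was 0.00198. Nfxl1 (chromosome 5, 72513301 to 72559684) was at 21.6 ± 0.691 and 23.2 ± 7.34 CPM, a log2 fold change of 0.10 (standard error 0.22, adjusted p = 0.782), and its sign changed without LPS + GSK-J4 replicate 2. In counts as deposited, Irf7 had 36.3 ± 9.81 and 62.3 ± 11.0 fragments per library.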

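Among Irf1, Irf8, Nfkb1, Nfkb2 and Atf3, 2 genes were up-regulated by LPS past the threshold in PM treated with GSK-J4, with and without the replicate number as a block. Irf1 (mm10 chromosome 11, 53770014 to 53778374) rose from 46.2 ± 8.37 to 451 ± 21.2 CPM (SD, n = 3), a log2 fold change of 3.27 (standard error 0.14, adjusted p = 7.11e-11). Nfkb1 (chromosome 3, 135584655 to 135691547) rose from 50.2 ± 3.91 to 146 ± 25.8 CPM, a log2 fold change of 1.54 (standard error 0.15, adjusted p = 1.20e-06). With DESeq2 the log2 fold change of Nfkb1 was 1.49 and without a filter on low counts 1.49, both below the threshold. Nfkb2 rose from 84.1 ± 9.13 to 182 ± 28.7 CPM (log2 fold change 1.11, adjusted p = 2.61e-05), which is below the threshold for the fold change. The differences of Atf3, from 867 ± 23.3 to 1013 ± 36.9 CPM (log2 fold change 0.23, adjusted p = 0.114), and Irf8, from 97.4 ± 9.73 to 79.9 ± 4.20 CPM (log2 fold change -0.28, adjusted p = 0.132), did not pass the test.

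**Figure D2:**
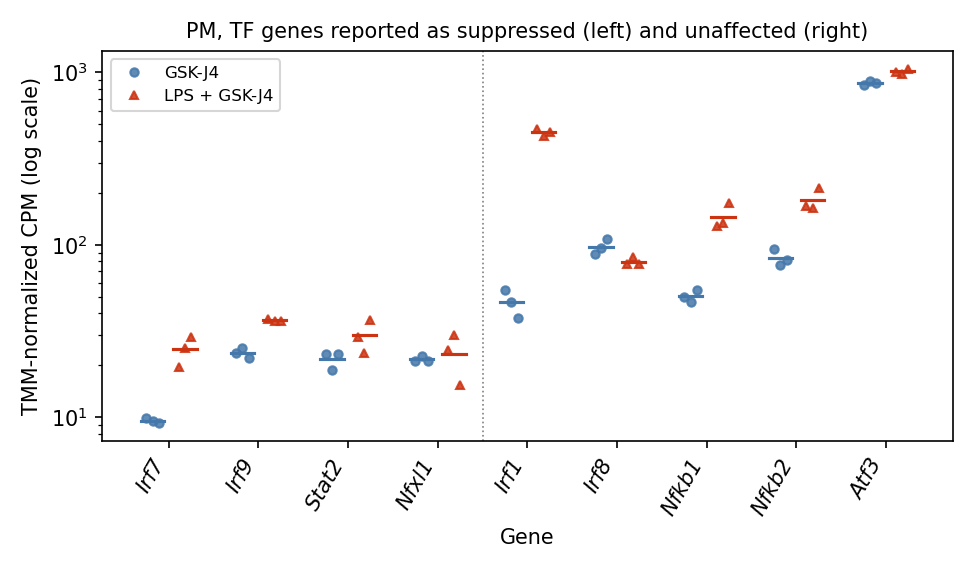
TMM-normalized CPM on a log scale for 9 TF genes in the 3 GSK-J4 libraries (circles) and the 3 LPS + GSK-J4 libraries (triangles) of PM, with horizontal lines at the group means. The dotted line parts the 4 TF genes reported as suppressed from the 5 reported as unaffected, and the groups are farthest apart in Irf1.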

Interestingly, IRF1, IRF8, NF-kB1, NF-kB2, and ATF3 were marginally expressed or were unaffected after GSKJ4 treatment upon LPS stimulation (Fig. 4A and Supplementary Figure S4A), suggesting that GSK-J4 suppression of TF expression is highly selective in PM and BV-2 microglial cells. Next, we conducted a TF motif analysis to assess the GSK-J4-suppressed gene expression in PM and BV-2 microglial cells. We used the Pscan software tool^25^ to perform an *in silico* computational analysis of over-represented *cis*-regulatory elements within the 5′-promoter regions of coordinately regulated genes. Applying this score to the gene promoters suppressed by GSK-J4 treatment at 4-h in response to LPS stimulation revealed that the putative binding sites for STAT1, STAT1-STAT2, IRF7, and IRF9 were significantly enriched (Fig. 4D,E and Supplementary Figures S4D,E). Next, we analyzed how many down-regulated genes contain a STAT1 and IRF7 binding motif in the promoter sequence. Interestingly, among down-regulated genes we found a significant percentage of the cytokines and chemokines as well as IRGs had a STAT1 (328/537; 61%) and IRF7 (318/537; 59%) binding motif in the promoter region (from −950 bp to +50 bp), these data are summarized in Fig. 4F and Supplementary Table S1, for PM cells. We also found a significant percentage of STAT1 and IRF7 binding motifs in the promoter region of the cytokines and chemokines as well as IRGs in BV-2 microglial cells (Supplementary Figure S4F and Supplementary Table S1). In addition to TF motif analysis, we also applied IPA software^26^ to identify the target genes that were directly or indirectly activated by the identified TFs in response to GSK-J4 treatment. Importantly, the assessment of upstream regulators by IPA similarly revealed that down-regulation of most of the cytokines and chemokines was also directly regulated by the identified TFs, including STAT1 and IRF7 (Fig. 4G, Supplementary Figure S4G and Table 4).

**Figure 4:**
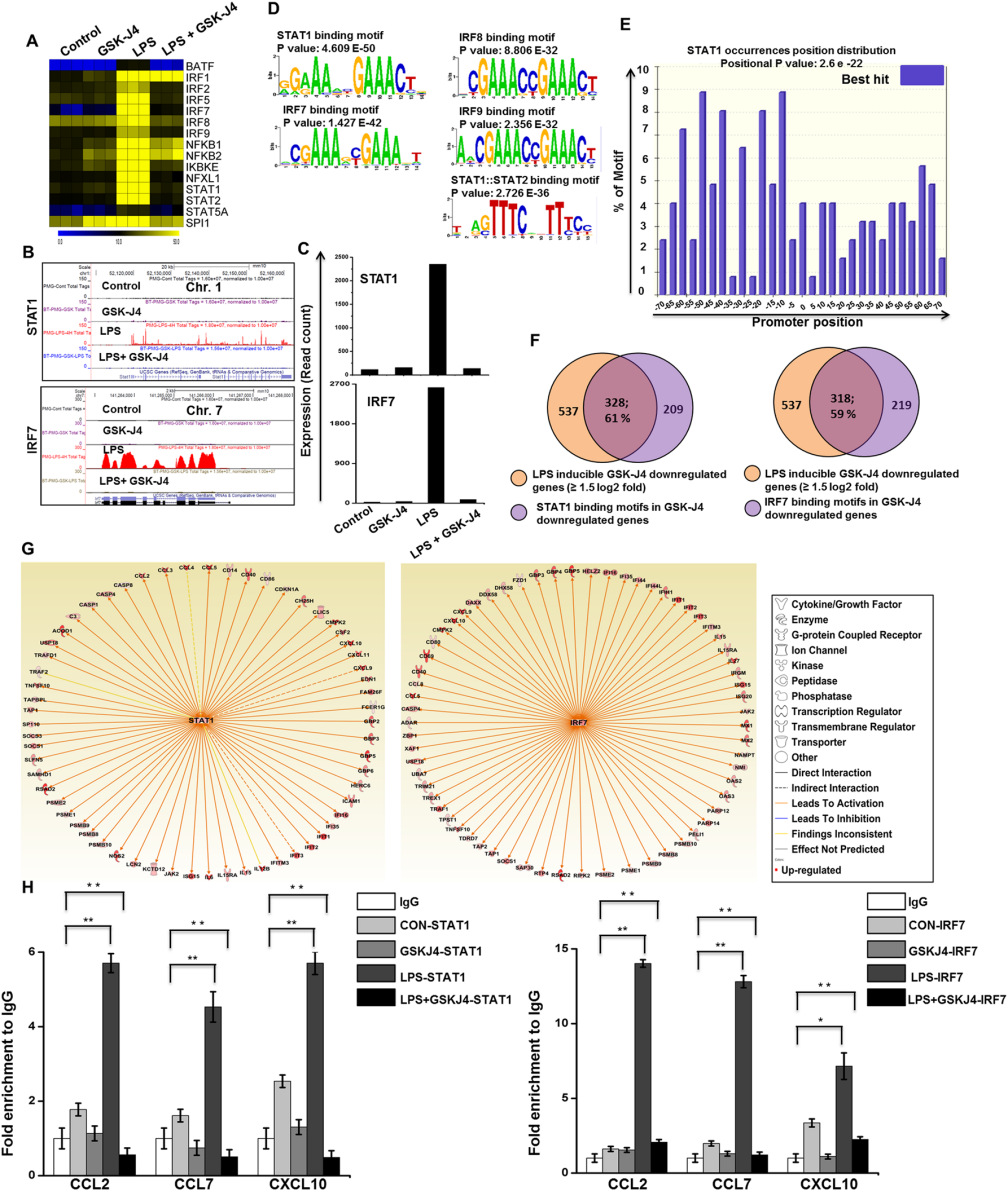
Inhibitory effect of GSK-J4 on LPS-induced key TFs in PM. (**A**) A heat map representation of TF expression levels that were selectively down-regulated (*P* ≤ 0.01, and log_2_-fold change ≥1.5) by GSK-J4 at 4-h after LPS stimulation, from three independent PM experiments. Heat maps were generated with the Multi Experiment Viewer (version 4.8) software. (**B**) UCSC Browser images representing the normalized RNA-seq read density in GSK-J4-down-regulated inflammatory genes at 4-h in the LPS-induced PM compared with controls. (**C**) Transcript abundance (in read count) was evaluated using RNA-seq in GSK-J4-down-regulated TFs at 4-h in the LPS-induced PM. (**D**,**E**) Patterns of TF motif enrichment within the promoters of the GSK-J4-down-regulated genes (*P* ≤ 0.01, and log_2_-fold change ≥1.5) in LPS-induced PM. (**F**) Venn diagrams of GSK-J4-down-regulated genes associated with STAT1 and IRF7 at 4-h in LPS-induced PM. (**G**) The activity of highly connected positive regulators of the inflammatory genes STAT1 and IRF7 led to the activation of this network, as assessed using the IPA molecule activity predictor in GSK-J4-down-regulated genes in PM. (**H**) ChIP assay to determine the presence of STAT1 and IRF7 at selected genes. The ChIP-enriched samples were analyzed using quantitative PCR with selected genes primers. STAT1 and IRF7 binding was increased following LPS exposure, though a reduced presence of STAT1 and IRF7 binding was shown at the promoters of the CCL2, CCL7, and CXCL10 genes in GSK-J4-treated BV-2 microglial cells. The graphs represent the mean fold values of enrichment relative to the IgG control from three independent experiments. *P < 0.01 and **P < 0.001 compared with the control.

**Table 4:** Leads to activation of inflammatory genes by identified TFs in response to GSK-J4 inhibited LPS induced inflammatory genes in PM and BV-2 microglial cells.

PM		BV-2	
STAT1 predicted to be activated (61 genes) (*p* = 3.27 e-67)	IRF7 predicted to be activated (65 genes) (*p* = *4.16 e-83*)	STAT1 predicted to be activated (29 genes) (*p* = *5.31 e-55*)	IRF7 predicted to be activated (38 genes) (*p* = 2.09E-66)
CCL2, CCL3, CCL4, CCL5, CD14, CD40, CD86, CDKN1A, CH25H, CLIC5, CMPK2, CSF2, CXCL10, CXCL11, CXCL9, EDN1, FAM26F, FCER1G, GBP2, GBP3, GBP5, GBP6, HERC6, ICAM1, IFI16, IFI35, IFIT1, IFIT2, IFIT3, IFITM3, IL12B, IL15, IL15RA, IL6, ISG15, JAK2, KCTD12, LCN2, NOS2, PSMB10, PSMB8, PSMB9, PSME1, PSME2, RSAD2, SAMHD1, SLFN5, SOCS1, SOCS3, SP110, TAP1, TAPBPL, TNFSF10, TRAF2, TRAFD1, USP18, ACOD1, C2, CASP1, CASP4, CASP8	ADAR, CASP4, CCL5, CCL8, CD40, CD69, CD80, CMPK2, CXCL10, CXCL9, DAXX, DDX58, DHX58, FZD1, GBP3, GBP4, GBP5, HELZ2, IFI16, IFI35, IFI44, IFI44L, IFIH1, IFIT1, IFIT2, IFIT3, IFITM3, IL15, IL15RA, IL27, IRGM, ISG15, ISG20, JAK2, MX1, MX2, NAMPT, NMI, OAS2, OAS3, PARP12, PARP14, PELI1, PSMB10, PSMB8, PSMB9, PSME1, PSME2, RIPK1, RSAD2, RTP4, SAP30, SOCS1, TAP1, TAP2, TDRD7, TNFSF10, TPST1, TRAF1, TREX1, TRIM21, UBA7, USP18, XAF1, ZBP1,	CCL2, CCL5, CD274, CD40, CMPK2, CXCL10, GBP3, GBP5, IFIT1, IFIT2, IFIT3, IL15, ISG15, JAK2, MX1, OAS2, RSAD2, TAP1, TNFSF10, USP18, ACOD1, EIF2AK2, GBP2, HERC6, IL6, NOS2, SLFN5, SP110, TRAFD1	ADAR, CCL5, CD40, CD69, CMPK2, CXCL10, DDX58, DHX58, GBP3, GBP5, HELZ2, IFI44, IFIH1, IFIT1, IFIT2, IFIT3, IL15, IRGM, ISG15, ISG20, JAK2, MX1, MX2, OAS2, OAS3, PARP12, PARP14, PELI1, RSAD2, RTP4, TAP1, TNFSF10, TREX1, TRIM21, UBA7, USP18, XAF1, ZBP1

We also hypothesized that STAT1 and IRF7 would also associate with the target gene promoters. Accordingly, we performed chromatin immunoprecipitation (ChIP) studies to map STAT1 and IRF7 occupancy along the target key pro-inflammatory gene promoter regions in LPS-induced BV-2 microglial cells. As shown in Fig. 4H, LPS-induced STAT1 and IRF7 binding and co-treatment with GSK-J4 led to STAT1 and IRF7 binding interference at the promoter site of key pro-inflammatory genes in BV-2 microglial cells. Our results are consistent with a previously published report that showed that STAT1 binds to the promoter region of several inflammatory genes, and that silencing of the JMJD3 gene significantly repressed the expression of STAT-dependent genes^27^. However, we could not identify significant binding sites for STAT3 at the promoter site of GSK-J4-suppressed genes in BV-2 microglial cells and PM. Furthermore, we again performed ChIP studies to map STAT1 and IRF7 occupancy along the GSK-J4 non-target gene promoters. We found that LPS-induced STAT1 and IRF7 binding and co-treatment with GSK-J4 did not lead to a decrease in STAT1 and IRF7 binding at the promoter site of GSK-J4 non-target genes in BV-2 microglial cells (Supplementary Figure S5). Taken together; these findings suggest that STAT1 and IRF7 TFs might be involved in the regulation of GSK-J4-suppressed microglial cell activation.

### Effect of GSK-J4 alone on resting PM cells

We wondered whether the effect of GSK-J4 alone altered the genes associated with inflammation in resting PM and BV-2 microglia cells. To address this point, we examined the genome-wide effect of GSK-J4 alone in resting PM and BV-2 microglia cells. Our results revealed that GSK-J4 alone, in the absence of LPS stimulation, also altered the expression of genes, with a 1.5 log_2_-fold and *P* ≤ 0.01 cut-off value. 

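Of the 18 genes Ccl6, Ccl8, Cx3cl1, Cxcl1, Cxcl3, Cxcl9, Cxcl11, Cxcl16, Il12b, IL18BOS, Il18bp, Il19, Il23a, Il27, Irak1bp1, Socs1, TNFSF11A and Tnfsf15, 16 matched a feature of the count tables, and IL18BOS and TNFSF11A did not. Their levels in PM treated with GSK-J4 alone are given without a comparison to untreated PM, which was not analysed here. The means of 9 genes were below 1 CPM. Ccl8, Cxcl9 and Il27 had no counts in any of the 3 GSK-J4 libraries. Cxcl11 and Tnfsf15 were at 0.0748 CPM, Il12b and Il23a at 0.0786 CPM, and Il19 at 0.157 CPM. None of these 8 genes reached 3 counts in a GSK-J4 library, whereas Cxcl3, at 0.535 CPM, had 3, 4 and 0 counts. Socs1 was at 1.01 ± 0.243 CPM (SD, n = 3), Il18bp at 2.43 ± 0.560 CPM, Cxcl1 at 3.62 ± 1.80 CPM and Irak1bp1 at 4.41 ± 1.07 CPM. Cx3cl1 was at 5.50 ± 3.70 CPM, Ccl6 at 18.6 ± 2.05 CPM and Cxcl16 at 89.4 ± 12.5 CPM. With a limit of 5 CPM in place of 1 CPM, 13 of the 16 genes were below it.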

Surprisingly, genes associated with the LPS response and inflammation (CCL6, CCL8, CX3CL1, CXCL1, CXCL3, CXCL9, CXCL11, CXCL16, IL12B, IL18BOS, IL18BP, IL19, IL23A, IL27, IRAK1BP1, SOCS1, TNFSF11A, and TNFSF15) were unaffected or were expressed insignificantly. A total of 278 and 3 genes (log_2_-fold ≥ 1.5 and *P* ≤ 0.01) were up-regulated in the PM and BV-2 microglia cells, respectively, that were treated with GSK-J4 alone at 4-h (Fig. 3A,B). Notably, we observed that heat shock protein (HSP) 1 A and 1B, metallothionein (MT) 1 and 2, RASD family member 2 (RASD2), etc. genes were up-regulated in GSK-J4 stimulated PM at 4-h (Supplementary Figures S6A–C). 

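In PM treated with GSK-J4 alone, Mt1 was at 1151 ± 84.1 CPM and Mt2 at 858 ± 55.4 CPM (SD, n = 3), neighbouring genes on mm10 chromosome 8 (94179082 to 94180327 and 94172664 to 94173568). Hspa1a was at 246 ± 21.8 CPM and Hspa1b at 280.4 ± 56.7 CPM, both on chromosome 17 (34969190 to 34972156 and 34956436 to 34959238). Hspa1a and Hspa1b are close paralogs, as are Mt1 and Mt2, so the counts of each are uncertain. Rasd2 (chromosome 8, 75213944 to 75224113) was at 21.5 ± 4.21 CPM. In counts as deposited, the means were 1032 ± 78.0 fragments for Hspa1b, 3242 ± 697 for Mt2 and 79.7 ± 11.7 for Rasd2. The comparison with untreated PM was not analysed here. With LPS added to GSK-J4, Rasd2 was at 1.18 ± 0.761 CPM, a log2 fold change of -4.13 (standard error 0.38, adjusted p = 7.44e-07). Its size is uncertain, since Rasd2 had 1, 5 and 3 counts in these libraries. Hspa1b went to 479 ± 128 CPM (log2 fold change 0.77, adjusted p = 0.00365) and Hspa1a to 357 ± 65.5 CPM (log2 fold change 0.54, adjusted p = 0.00807), both below the threshold for the fold change. Mt1 (log2 fold change -0.19, adjusted p = 0.373) and Mt2 (-0.06, adjusted p = 0.771) differed by less than the spread between replicates, and the sign for Mt2 changed without LPS + GSK-J4 replicate 1.

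**Figure D3:**
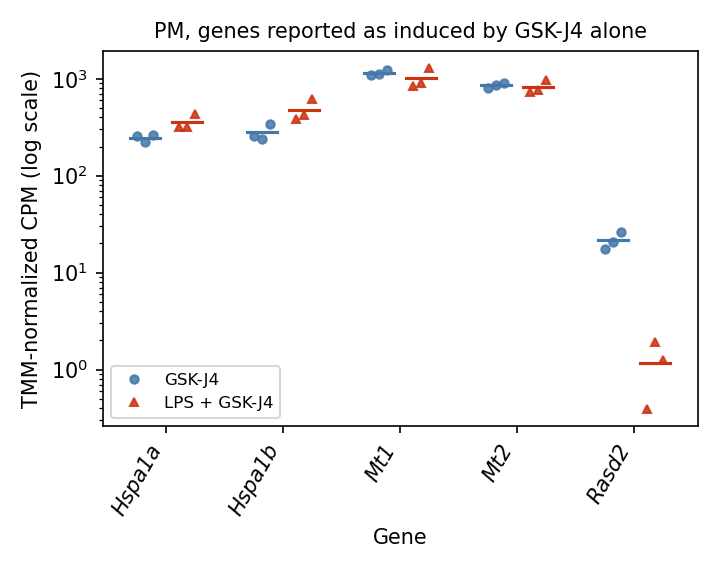
TMM-normalized CPM on a log scale for 5 genes in the 3 GSK-J4 libraries (circles) and the 3 LPS + GSK-J4 libraries (triangles) of PM, with horizontal lines at the group means. The libraries of the groups are farthest apart in Rasd2 and overlap in Mt1 and Mt2.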

HSPs are class of molecular chaperones that function in the regulation of both necrotic cell death and cell survival. Dysregulation of HSP expression has been demonstrated to play critical roles in the pathogenesis of CNS diseases. For example, HSPA1B was induced in the CNS of MS patients and experimental autoimmune encephalomyelitis (EAE) animals, and it is believed that the inhibition of HSPA1B might be a therapeutic target for EAE in MS patients^28, 29^. In contrast, other studies showed that overexpression of HSPA1B may have a potential role against brain ischemia via an anti-inflammatory mechanism^30, 31^. In addition to HSPA1B, HSPA1A overexpression is likely to be responsible for the protection seen in ischemia^32^. MT-1/MT-2 has been implicated in a wide array of pathological conditions in the brain and in neurodegenerative diseases. In particular, MT-1/MT-2 isoform expression was up-regulated in animal models of MS^33^. RASD2 plays a critical role for the selective toxicity in HD and is suggested to be a potential new target for HD^34, 35^. We confirmed with DAVID Bioinformatics Resources GO analysis (FDR 0.05) that GSK-J4-up-regulated transcripts were associated with rhythmic processes, growth, as well as immune system process (Supplementary Figure S6D). A better understanding of the consequences of only GSK-J4-mediated modulation of microglia activation warrants a comprehensive investigation.

### Functional and pathway analyses following GSKJ4 treatment in LPS-induced PM and BV-2 microglia cells

To further explore and functionally classify the GSK-J4 down-regulated genes with LPS stimulation, we again used the DAVID Bioinformatics Resources. Interestingly, we observed that the largest gene groups were involved in the same biological processes, e.g., immune system processes, cell killing, and multi-organism processes (Fig. 5A,B). To determine the potential biological pathways of the GSK-J4-down-regulated genes in the LPS-induced PM and BV-2 microglia cells, we utilized the PANTHER classification system, version 9.0^36^. The major categories of the biological pathways were inflammation mediated by chemokines and cytokines, interleukin and integrin signaling pathways (Fig. 5C,D). To corroborate these functional findings, we analyzed the influence of GSK-J4 on molecular signaling networks in LPS-induced PM and BV-2 microglia cells using IPA^26^. Additionally, GSK-J4 down-regulated gene sets revealed signaling networks related to antimicrobial activity, inflammatory response, and infectious diseases. Particularly, three TFs, including IRF7, STAT1 and STAT2, were identified as the main modulator genes (Fig. 5E,F). Together these data clearly implicate that GSK-J4 may limit the inflammatory response in microglial cells.

**Figure 5:**
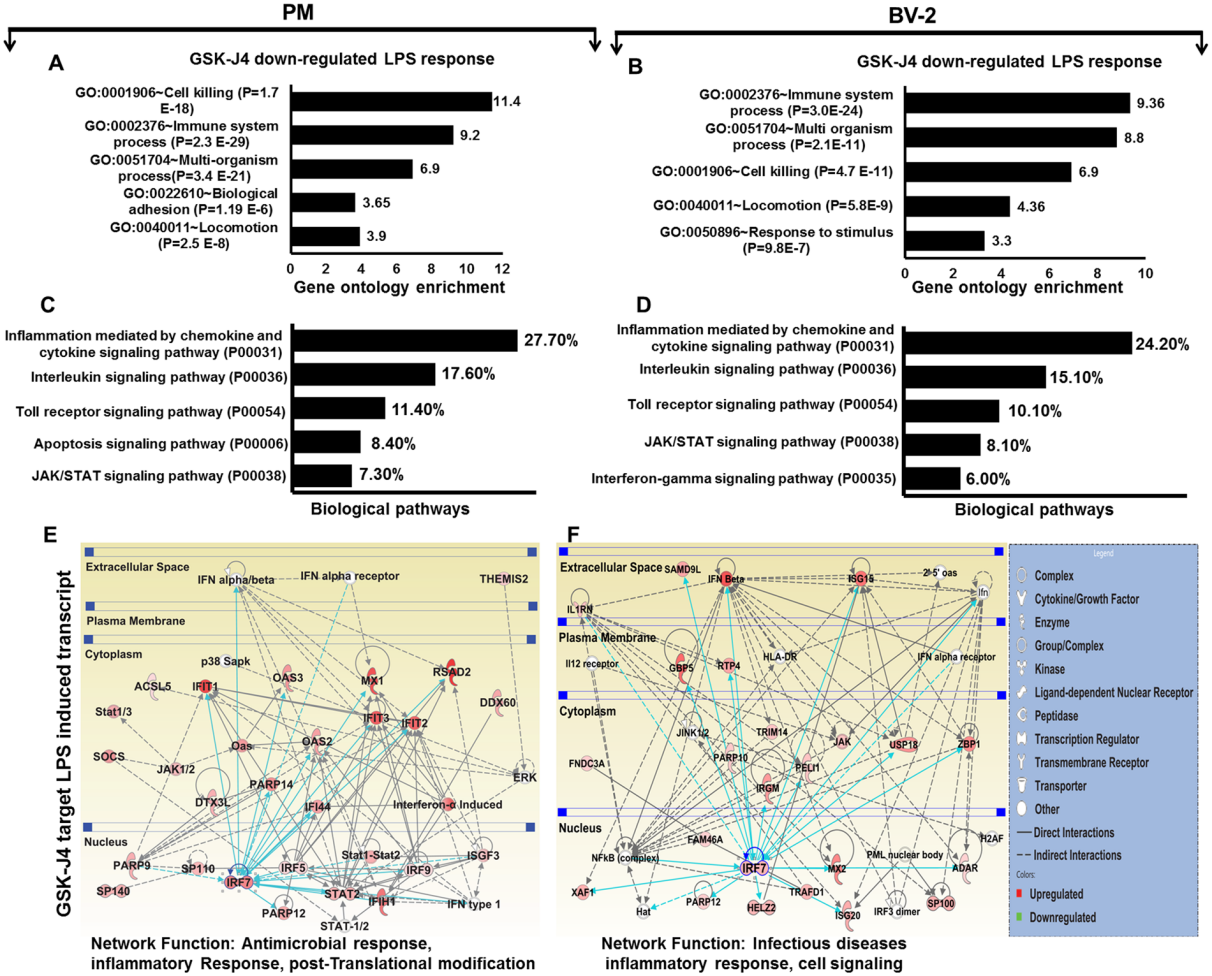
Functional annotation and biological pathways of the GSK-J4 down-regulated genes in PM and BV-2 microglial cells. (**A**,**B**) GO term enrichment analysis for the “biological process” category of the GSK-J4 down-regulated genes in PM and BV-2 microglial cells. The top GO terms are ranked by the GO enrichment. (**C**,**D**) The most highly represented biological pathways of the GSK-J4 down-regulated genes in PM (*P* ≤ 0.01, and log_2-_fold change ≥1.5) and BV-2 microglial cells (*P* ≤ 0.01, and fold change ≥1.5). (**E**,**F**) Ingenuity^®^ Bioinformatics pathway analysis of gene networks displaying interactions between infectious diseases, antimicrobial and inflammatory response-related genes that were down-regulated by GSK-J4 at 4-h after LPS stimulation. Genes in white circles were not in our DEG dataset but were inserted by IPA because these genes are connected to this network. The activity of molecules highly connected to this network, namely IRF7, STAT1 and STAT2 (hubs), was assessed using the IPA molecule activity predictor.

### Confirmation of GSK-J4 down-regulated genes by qRT-PCR in PM and BV-2 microglia cells

Several genes that were identified by RNA-seq analysis as differentially regulated were subjected to validation through real-time qRT-PCR using GAPDH as a reference gene. Most were selected for validation according to the distinct effects of GSK-J4 on the LPS-affected genes. To measure gene expression, mRNA was reverse transcribed into cDNA using the Prime Script TM Reverse Transcriptase (Takara Bio Inc., Shiga, Japan) and the qRT-PCR assays were repeated several times using at least 3 mRNA preparations from independent biological experiments. The results are expressed as the fold change relative to the control levels. We found that in almost all cases, there was very good agreement between the RNA-seq and the qRT-PCR results in terms of the direction of change as well as its magnitude. The expression levels of the mRNA of nine genes selected for verification, and the RNA-seq expression pattern was confirmed for eight genes (CCL2, CCL7, CCL9, CXCL10, IL1RN, IRG1, IRF7 and IL6; Figs 2 and 6A,B) in PM and BV-2 microglia cells however, one was non-significant (data not shown) in the qRT-PCR analysis compared with the RNA-seq experiments.

**Figure 6:**
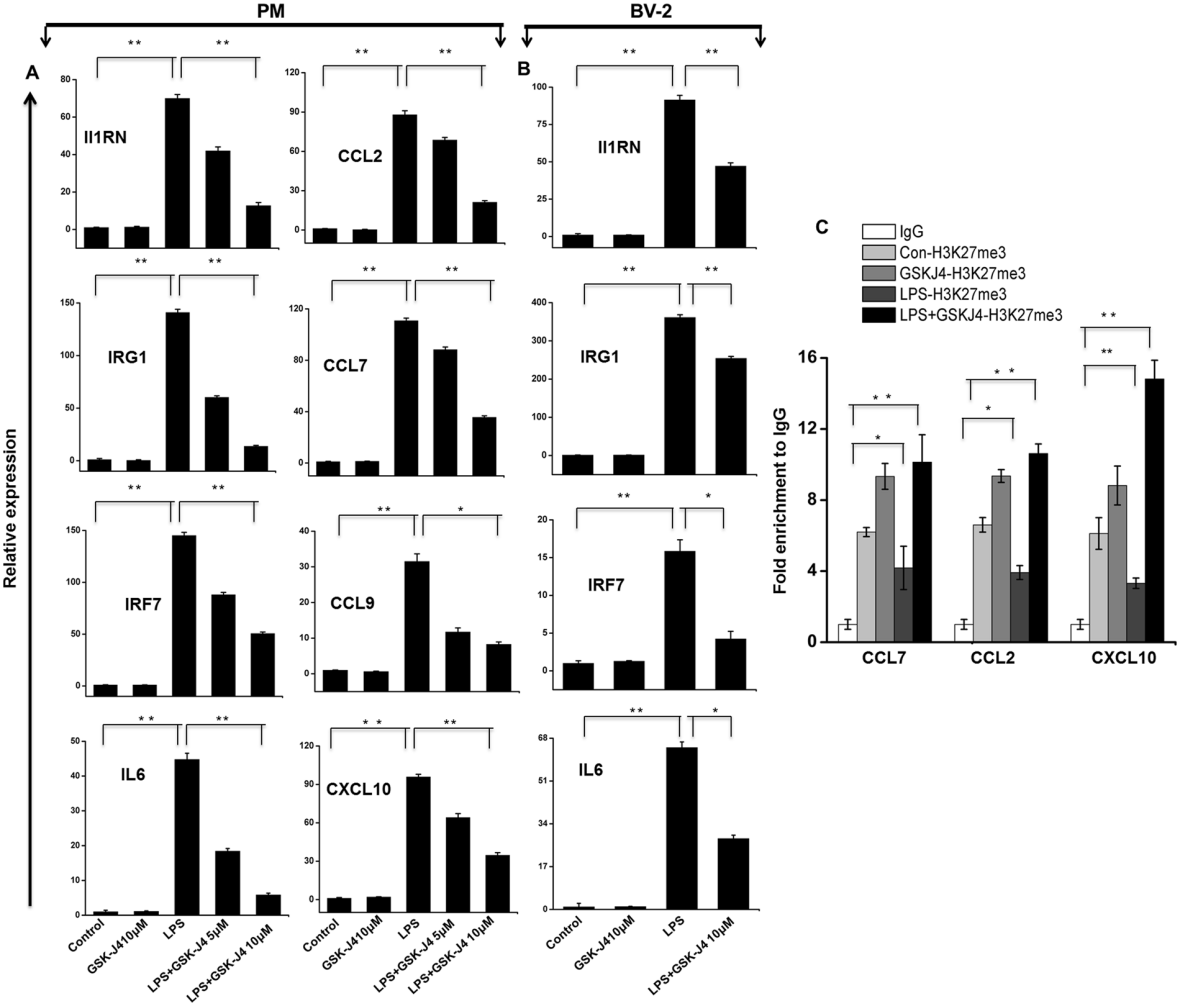
Validation of selected genes by quantitative reverse transcription-polymerase chain reaction in PM and BV-2 microglial cells. (**A**,**B**) The IL1RN, IRG1, IRF7, IL6, CCL2, CCL7, CCL9, and CXCL10 AND IL1RN, IRG1, IRF7, and IL6 genes were significantly down-regulated in the GSK-J4-treated PM and BV-2 microglial cells, respectively. Gene expression was normalized to the GAPDH transcript levels. *P < 0.01 and **P < 0.001 compared with the control. The data represent three independent biological experiments. (**C**) ChIP assay to determine the presence of H3K27me3 at selected genes. The ChIP-enriched samples were analyzed using quantitative PCR with selected gene primers. The H3K27me3 levels were decreased following LPS exposure while an induced presence of H3K27me3 was shown at the promoters of the CCL2, CCL7, and CXCL10 genes in GSK-J4-treated BV-2 microglial cells. The graphs represent the mean fold values of enrichment relative to IgG control from three independent experiments. *P < 0.01 and **P < 0.001 compared with the control.

### GSK-J4 inhibits inflammatory genes through H3K27 demethylation in BV-2 microglia cells

To further elucidate the biological relevance of H3K27 demethylation, we performed ChIP studies on GSK-J4 treated BV-2 microglia cells in the presence or absence of LPS. Initially, we targeted the genes from RNA-seq datasets that were significantly down-regulated in the GSK-J4 treated samples but normally up-regulated in the LPS-induced samples (CCL2, CCL7, and CXCL10). We selected the important key pro-inflammatory mediators. Using ChIP assays, we observed that that GSK-J4 prevented the LPS-induced loss of H3K27me3 levels at the promoter site of key pro-inflammatory genes (Fig. 6C), suggesting that global gene expression changes in microglia cells after GSK-J4 treatment by inhibiting H3K27me3 demethylation. We also confirmed the reduced expression of these genes and found that they were down-regulated in the GSK-J4-treated samples (Fig. 2).

### GSK-J4 inhibits pro-inflammatory cytokine expression in mouse brain microglia

The *in vivo* effect of GSK-J4 on neuroinflammation was examined in an established model of neuroinflammation^37^. After LPS challenge (1 mg/kg), the mice received an intraperitoneal injection of GSK-J4 (1 mg/kg). LPS administration (1 mg/kg) significantly elevated the expression of pro-inflammatory genes in adult microglia (Fig. 7). More importantly, subsequent injection of GSK-J4 significantly suppressed the expression of key LPS-inducible inflammation and immunity-related genes, including CCL2, CCL3, CCL4, CCL12, IRF1, IL1A, IL1B, and IRG1 in the adult microglial cells (Fig. 7). However, it should be noted that the CXCL10 gene was not suppressed by GSK-J4 treatment. Additionally, these pro-inflammatory mediators were not affected by only GSK-J4 injection in adult microglia.

**Figure 7:**
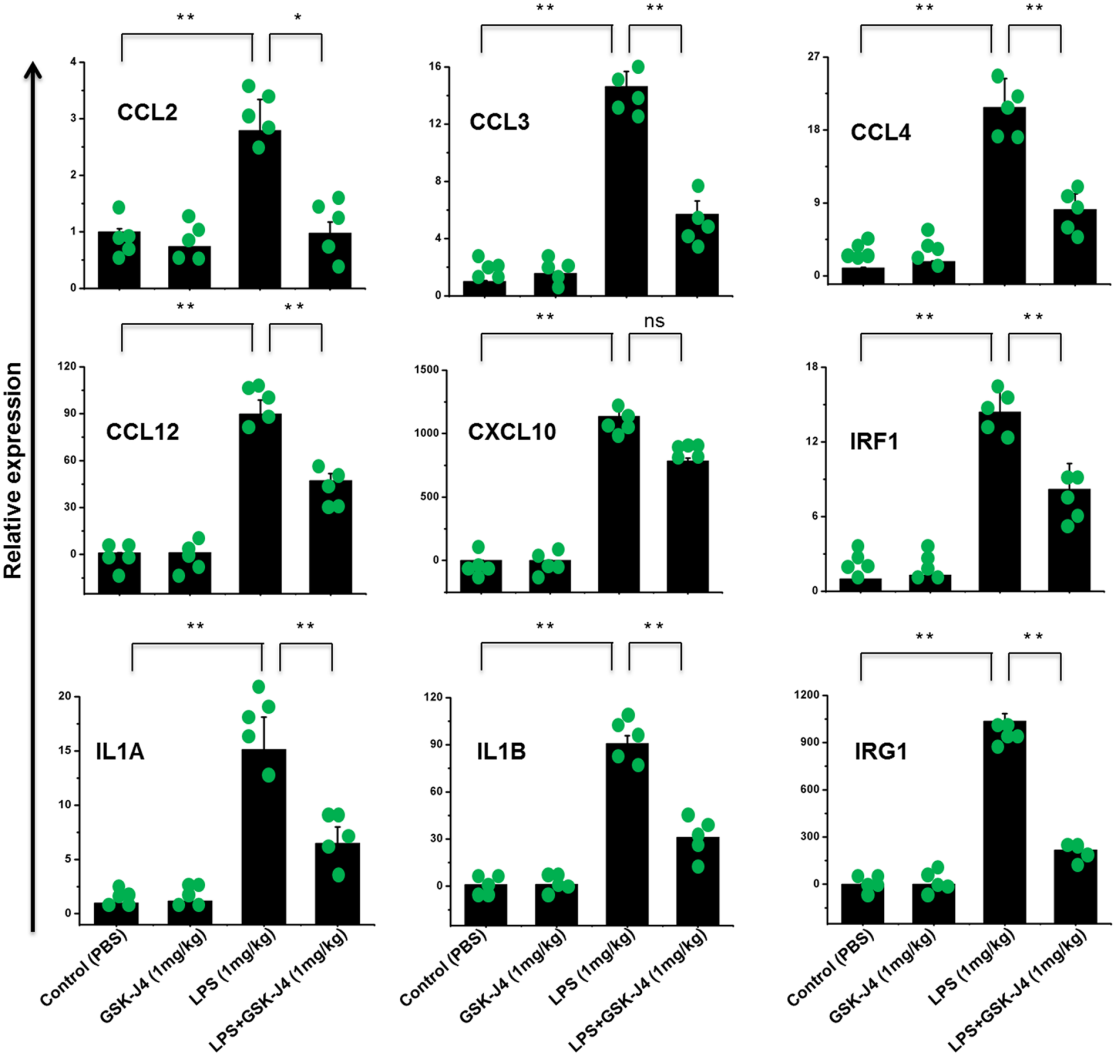
*In vivo* effect of GSK-J4 on pro-inflammatory responses in LPS-challenged mice. ICR mice (n = 5 for each group) were treated with LPS (1 mg/kg) following GSK-J4 injection (1 mg/kg) and brain microglia were collected at 4-h to determine LPS-induced gene expression by qRT-PCR. The CCL2, CCL3, CCL4, CCL12, IRF1, IL1A, IL1B, and IRG1 genes were significantly down-regulated in the GSK-J4-injected adult microglial cells. Gene expression was normalized to GAPDH transcript levels. Each point represents data from an individual mouse, all values shown as mean ± S.E.M. *P < 0.01, **P < 0.001 and ns is non-significant versus all other groups; calculated by two-way ANOVA Tukey’s HSD post-hoc test.

## Discussion

JMJD3 has emerged as a crucial epigenetic regulator governing the assembly of histone demethylation-dependent chromatin complexes that regulate inflammatory gene expression in macrophages^7, 38^. A potent and highly specific JMJD3 inhibitor, GSK-J4 has been shown to disrupt inflammation and cancer^11, 12^. For example, GSK-J4 can inhibit the transcription of a plethora of pro-inflammatory genes in LPS-induced macrophages, including crucial inflammatory genes, such as TNF-α^10^. Additionally, other studies reported even wider prospective applications for GSK-J4, such as in attenuating brainstem glioma or T-cell acute lymphoblastic leukemia (T-ALL), suggesting that GSK-J4 may have anti-inflammatory as well as anti-cancer activities^12^. However, none of these studies addressed the effects of GSK-J4 at the genome-wide expression level in microglial cells. Because previous studies have demonstrated that PM showed a unique molecular expression profile that was different from the profile in BV-2 microglia cells^17, 39^, we examined both PM and BV-2 microglial cells as a model of inflammation, which is one of the major experimental uses of microglia. For the first time, in the present study, we identified a prominent transcriptional response in resting as well as LPS-induced microglial cells after GSK-J4 treatment using RNA-seq analysis. This unbiased profiling approach revealed the importance of GSK-J4 in the regulation of key inflammatory genes involved in the establishment of innate immunity in microglia.

Our RNA-seq data revealed that GSK-J4 repressed the expression of an important subset of pro-inflammatory genes, cytokines/chemokines as well as IRGs, including CCL2, CCL7, CCL9, CCL12, CXCL10, IL1A, IL1B, IL1RN, IL6, IL15, GBP2, GBP3, GBP5, GBP7, GBP9, GBP10, GBP11, IFIT1, IFIT2, IFIT3, IFIT3B, IFIH1, IFI35, IFI44, IFI47, IFI203, IFI204, IFI205, IRGM1, IRGM2, ISG15, ISG20, MX1, MX2, OASL1, OASL1B, OASL1G, USP12, USP18, USP21, USP25 and ZBP1 (Fig. 3C–H). These cytokines/chemokines are also referred to as inflammatory cytokines, and their excessive production has been associated with disease progression and severe inflammation pathologies, including trauma, ischemic injury and MS^40^. CCL2 and CCL7 are potent chemoattractants for monocytes/macrophages and are highly expressed in microglia, astrocytes and other inflammatory cells during MS^41, 42^. Additionally, Conductier *et al*. reported that CCL2 plays a crucial role in neuroinflammatory diseases, and considered it as a target in the treatment of neuroinflammatory disorders^43^. One of the mechanisms to activate microglia is the expression of CD40; it is believed that the induction of CD40 is critical for a productive immune response. Ultimately, increased CD40 expression coupled with the secretion of CCL2 and CCL7 results in exacerbation of neuroinflammation^44, 45^. The expression of CXCL10 or interferon gamma-induced protein 10 (IP-10) has been observed during several neurodegenerative diseases and plays a crucial role in T-cell-mediated inflammation in the CNS^46^. CXCL10 also has a well-established role in inflammatory demyelinating diseases, such as MS, through the destruction of the myelin sheath or neurons by facilitating leukocyte trafficking in the brain^47^. Thus, the down-regulation of numerous inflammatory genes (CCL2, CCL7, CCL9, CCL12, CXCL10, IL1A, IL1B, IL1RN, IL6, IL15, GBP2, GBP3, GBP5, GBP7, GBP9, GBP10, GBP11, IFIT1, IFIT2, IFIT3, IFIT3B, IFIH1, IFI35, IFI44, IFI47, IFI203, IFI204, IFI205, IRGM1, IRGM2, ISG15, ISG20, MX1, MX2, OASL1, OASL1B, OASL1G, USP12, USP18, USP21, USP25 and ZBP1) through GSK-J4 would have great utility in reducing neuroinflammation in the CNS.

It is well-known that IRFs and STATs are important TFs involved in the regulation of inflammation disorders, including neurodegenerative diseases. We showed here that GSK-J4 repressed the expression of an important subset of LPS-inducible TFs, especially IRF7, IRF9, STAT1, and STAT2 (Fig. 4A). STATs have been implicated in several CNS pathologies. Due to its critical role, the STAT family is suggested to be one of the most extensively studied targets in inflammation^34^, and inhibition of STAT activity is likely to function as a potent therapeutic strategy^48^. IRFs are a family of TFs that are involved in inflammatory diseases^49^. Type 1 IRFs have well-characterized pro-inflammatory and anti-viral roles in neuroinflammation. Indeed, IRF7 is a significant regulatory factor in the development of demyelination diseases in the CNS, such as MS and EAE^33^, whereas IRF9 is important in injury-induced type 1 IRF signaling, which regulates inflammatory responses in the CNS^50^. Furthermore, GSK-J4 also inhibited the expression of a wide group of other IRGs in LPS-induced PM and BV-2 microglial cells. Thus, the down-regulation of STAT1, STAT2, IRF7 and IRF9 through GSK-J4 could inhibit neurodegenerative diseases as well as brain inflammation. Finally, the results achieved by the real-time RT-PCR analysis of CCL2, CCL7, CCL9, CXCL10, IL1RN, IRG1, IRF7 and IL6 (Fig. 6A) illustrate the essential down-regulated expression of the abovementioned mRNAs in GSK-J4-treated PM and BV-2 microglial cells when compared to the control. Moreover, ChIP studies confirmed that GSK-J4-down-regulated genes prevented the LPS-induced loss of H3K27me3 as well as interfered with the STAT1 and IRF7 binding at the promoter site of key pro-inflammatory genes in BV-2 microglial cells (Fig. 6D).

One of the most striking features is that GSK-J4 significantly suppressed the expression of previously unidentified inflammatory genes that are induced by LPS in PM and BV-2 microglial cells (Fig. 3C,D). MMPs play a pivotal role in neuroinflammation and neurodegenerative disorders, and MMP13 has been found to be activated in brain tissue^51, 52^. Orphan G protein-coupled receptor 84 (GPR84) expression is restricted to microglia and observed in different pathological conditions, including EAE and endotoxemia^53^. PELI1 plays a critical role in microglia activation during EAE pathogenesis and is suggested to be a potential new target for MS therapy^54^. Accordingly, our current results showed down-regulation of MMP13, GPR84, and PELI1 expression (Fig. 3C,D); the inhibition of these genes by GSK-J4 could underlie the potential benefits in treatment of neuroinflammatory diseases. However, the mechanism by which GSK-J4 inhibits key inflammatory genes requires further study.

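In PM treated with GSK-J4, LPS raised the transcripts of Mmp13, Gpr84 and Peli1, with every LPS + GSK-J4 library above every GSK-J4 library. Peli1 (mm10 chromosome 11, 21091291 to 21150323) rose from 54.1 ± 4.21 to 217 ± 30.1 CPM (SD, n = 3), a log2 fold change of 2.00 (standard error 0.14, adjusted p = 2.58e-08). Mmp13 (chromosome 9, 7272514 to 7283331) rose from 40.9 ± 12.0 to 159.7 ± 15.7 CPM, a log2 fold change of 1.95 (standard error 0.18, adjusted p = 6.38e-07). Gpr84 (chromosome 15, 103308235 to 103310612) rose from 22.2 ± 6.21 to 62.5 ± 7.28 CPM, a log2 fold change of 1.46 (standard error 0.19, adjusted p = 3.32e-05), which is below the threshold of 1.5 but was 1.68 without GSK-J4 replicate 1. The comparison with LPS alone was not analysed here.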

In the absence of LPS stimulation, the treatment of PM with GSK-J4 did not have an impact on LPS-induced inflammatory gene expression. It is interesting to note that crucial inflammatory genes, including CXCL2 and TNF-α as well as other inflammatory and immunity-related genes, such as CCRL2, CSF1, DUSP16, IGSF6, IGSF8, IL17RA, IFNB1, JUNB, REL, RELB, TNFAIP3, TNFSF9, and TNIP3, were unaffected by GSK-J4 in PM and BV-2 microglial cells (Supplementary Figure S3). This specificity and anti-inflammatory potential of GSK-J4 was validated using qRT-PCR analysis (data not shown). In contrast, Kruidenier *et al*. demonstrated that GSK-J4 is a potent inhibitor of TNF-α production in macrophages^10^. Importantly, we observed that the prominent TFs STAT1, STAT2, IRF7, and IRF9 were suppressed by GSK-J4, although surprisingly, GSK-J4 had no effect on the master TFs NF-kB (REL and RELB) or AP-1 (ATF-3 and JUNB) in PM. It has been demonstrated that the NF-kB pathway is a critical player in the regulation of TNF-α and CXCL2 expression in macrophages^55, 56^. Furthermore, other reports have shown that both the AP-1 and NF-kB pathways prominently regulate TNF-α gene expression^57^. Therefore, it seems likely that the LPS-induced induction of TNF-α and CXCL2 transcription depends on NF-kB or AP-1, rather than the STAT1, STAT2, IRF7, and IRF9 transcriptional pathways in microglia. Furthermore, we confirmed that GSK-J4 did not lead to a decrease in STAT1 and IRF7 binding at the TNF-α and CXCL2 gene promoters in BV-2 microglial cells (Supplementary Figure S5). A better understanding of the consequences of LPS-induced cytokines/chemokines production modulated by GSK-J4 in microglial cells warrants a comprehensive investigation.

Interestingly, a recent report demonstrated that systemic GSK-J4 treatment decreased the development of EAE in mice^58^. However, the identification of the GSK-J4 molecular target in LPS-induced microglia has not yet been examined using RNA-seq analysis. Collectively, our RNA-seq data raised the possibility that GSK-J4 may play a potential role in the treatment of neuroinflammatory diseases, possibly through its inhibition of microglia and the following inflammatory responses in the CNS. We also showed that GSK-J4 controls important inflammatory gene targets by modulating STAT1, IRF7, and H3K27me3 levels at their promoter sites. Nevertheless, further extensive *in vivo* research is needed to investigate the anti-inflammatory effect of GSK-J4 and its underlying mechanism, which may finally result in the development of effective and safe anti-inflammatory drugs.

## Conclusion

On the basis of RNA-seq data we speculated that GSK-J4 triggered global changes in resting and LPS-induced microglial cells transcriptomes, targeting inflammatory diseases of the CNS. The findings suggest for the first time that GSK-J4 selectively inhibits the expression of several immune and inflammation-related genes, including cytokines, chemokines, interleukins, interferons and TFs, as well as novel inflammatory targets, to exert its anti-inflammatory functions. Moreover, GSK-J4 could be targeted by epigenetic-focused drug discovery, as it may have therapeutic applications in inflammation-mediated neurodegenerative diseases.

## Methods

### Isolation, culture, and stimulation of microglial cells

Mouse BV-2 microglial cells were grown in high-glucose Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS) (catalog # 26140; Gibco, Waltham, MA), 100 IU/ml penicillin, and 10 µg/ml streptomycin (catalog # 15140; Invitrogen, Waltham, MA). The cells were maintained in a humidified incubator with 95% air and a 5% CO_2_ atmosphere at 37 °C and JMJD3 inhibitor GSK-J4^10^ were purchased from Tocris (4594; Bristol, UK) and dissolved in dimethyl sulfoxide (DMSO, Sigma- Aldrich, St. Louis, MO) as a 20 mM stock solution; the stock solution was diluted in DMEM for experiments. The cells were incubated with LPS (10 ng/ml) for the specified times under normal culture conditions. LPS (L6529; strain 055:B5) were purchased from Sigma-Aldrich, St. Louis, MO. Medium containing the appropriate agents was replaced every other day. PM were isolated from 3-day-old ICR mice as previously described^59^. All experimental protocols were performed in accordance with Institutional Animal Care and Use Committee (IACUC) guidelines and approved by the IACUC committee of Hanyang University (HY-IACUC-2014-0164A and HY-IACUC-2015-0075). Briefly, whole brains of neonatal mice were dissected out of the skull, and blood vessels and meninges were carefully removed. Then, the tissues from whole brains obtained from 12 mice were pooled together, finely minced, and digested using a Neural Tissue Dissociation Kit-Postnatal Neurons (Miltenyi Biotec-130-094-802). Next, the digested cells were passed through a 70-µm nylon cell strainer (BD Bioscience, Franklin Lakes, NJ) and seeded in poly-L-lysine coated T-75 flasks in DMEM/nutrient mixture F-12 (DMEM/F12, 1:1) containing 20% FBS (catalog # 26140; Gibco, Waltham, MA), 100 IU/ml penicillin and 10 µg/ml streptomycin (catalog # 15140) obtained from Invitrogen (Waltham, MA). The cells were maintained in a humidified incubator with a 95% air/5% CO_2_ atmosphere at 37 °C. The medium was changed every 2–3 days. After two weeks in culture, the mixed glial cell cultures were shaken at 150 rpm at 37 °C for 45 min, and the glial cell suspensions were collected from each flask and seeded on poly-L-lysine coated cell culture plates. PM cells were sub-plated and used for further experiments. More than 92% of cells obtained were microglia as quantified by CD11b (rat monoclonal immunoglobulin G2b (IgG2b), clone M1/70.15.11.5, Miltenyi Biotec Inc., Auburn, CA, USA) FACS analysis (Supplementary Figure S1A).

### Animals and microglial isolation

All experimental protocols were conducted in accordance with Institutional Animal Care and Use Committee (IACUC) guidelines and approved by the IACUC committee of Hanyang University (HY- IACUC-2016–0050 and HY-IACUC-2017–0004). Adult mouse microglia were prepared from 5–6-weeks-old ICR mice as previously described^60^ with minor modifications. Briefly, mouse brains (excluding the brain stem but including the cerebellum) were dissected out of the skull, and blood vessels and meninges were carefully removed. Then, the mouse brains were cut into small pieces (1–2 mm), vigorously triturated to obtain single cell suspensions, and digested using a Neural Tissue Dissociation Kit-Postnatal Neurons (Miltenyi Biotec, Germany, 130–094–802). Myelin debris was removed using modified protocols from Miltenyi Biotec’s, Germany (Myelin Removal Beads II, 130–096–731). After myelin removal, cells were stained with PE-conjugated anti-CD11b antibodies (Miltenyi Biotec, Germany, 130–093–634) followed by incubation for 15 minutes with anti-PE magnetic beads. Magnetically tagged CD11b + cells were then isolated using MS columns according to the Miltenyi Biotec MACS protocol. For immunocytochemistry, purified microglial cells were seeded in 4-well plates. The purity of the primary microglia was 90–91% as determined by immunocytochemistry with antibodies against CD11b^61^ (Supplementary Figure S1B,C).

### LPS and GSK-J4 injections

GSK-J4 was dissolved in DMSO as a 10-mM stock solution. In the systemic drug evaluation experiments, each mouse received intraperitoneal injections of PBS or LPS (1 mg/kg), followed by GSK-J4 (1 mg/kg). The control mice received intraperitoneal injections of PBS. Four hours after injection, the animals were euthanized and the brains were dissected and processed as previously described.

### Immunocytochemistry

Microglia cells were seeded onto coverslips in 4-well plates. The cells were washed with PBS, fixed with 4% paraformaldehyde for 15 min and then permeabilized with cold methanol for 5 min. After blocking with 5% BSA in PBS for 1 h, the cells were incubated with primary antibody overnight at 4 °C with CD11b monoclonal antibody (1:200, Abcam, Cambridge, U.K) followed by incubation with an appropriate secondary donkey anti-rabbit IgG antibody (Thec Jackson Laboratory, West Grove, PA) for 1 h at room temperature. After incubation, the cells were washed with PBS three times and then mounted with 4′,6-diamidino-2-phenylindole (DAPI)-containing mounting solutions (Vectashield, Vector Laboratories, Burlingame, CA) and imaged with an immunofluorescence microscope (Nikon, Tokyo, Japan).

### Total RNA isolation and cDNA library preparation for transcriptome sequencing (RNA-seq)

Total RNA was extracted using RNAiso Plus (Takara Bio Inc., Shiga, Japan) and a QIAGEN RNeasy® Mini kit (QIAGEN, Hilden, Germany). PM or BV-2 microglial cells were completely lysed using RNAiso Plus, and then 200 μl of chloroform was added. The tubes were then inverted for 5 min. The mixture was centrifuged at 12,000 × *g* for 15 min at 4 °C, and the upper phase was placed into a new tube. A 600 μl volume of 70% ethanol was added, and the mixture was applied to an RNeasy mini column. The column was washed with wash buffer. To elute the RNA, RNase-free water (30 μl) was added directly onto the RNase mini column, which was then centrifuged at 12,000 × *g* for 3 min at 4 °C. To deplete ribosomal RNA (rRNA) from the total RNA preparations, a RiboMinus Eukaryote kit (Life Technologies, Carlsbad, CA) was used according to the manufacturer’s instructions. RNA libraries were created using a NEBNext® Ultra™ directional RNA library preparation kit for Illumina® (New England Biolabs, Ipswich, MA). The obtained rRNA-depleted total RNA was fragmented into small pieces using divalent cations at elevated temperatures. First-strand cDNA was synthesized using reverse transcriptase and random primers, and second-strand cDNA synthesis was then performed using DNA polymerase I and RNase H. The cDNA fragments were processed using an end-repair reaction after the addition of a single ‘A’ base, followed by adapter ligation. These products were purified and amplified using PCR to generate the final cDNA library. The cDNA fragments were sequenced using an Illumina HiSeq. 2000. Biological triplicate RNA sequencing was performed on independent RNA samples from the LPS & GSKJ4-stimulated PM: control 4-h (3 samples); GSK-J4 4-h (3 samples), LPS 4-h (3 samples), and LPS + GSK-J4 4-h (3 samples) and BV-2 microglial cells: control 4-h (3 samples); GSK-J4 4-h (2 samples), LPS 4-h (3 samples), and LPS + GSK-J4 4-h (2 samples).

### Differentially expressed gene analysis using RNA-seq data

FASTQ files from RNA-seq experiments were clipped, trimmed of adapters, and the low-quality reads were removed by the Trimmomatic^62^ Quality controlled FASTQ files were alignment to *Mus musculus* UCSC mm10 reference genome sequence using the STAR (version 2.5.1) aligner software^63^. To measure differential gene expression, DESeq. 2^64^ with the default parameters was used. A subset of condition-specific expression was defined as showing a log_2_ fold change ≥1.5 and *P* ≤ 0.01 in expression between controls, GSK-J4, LPS, and LPS + GSK-J4 treated samples. The RNA-seq experiments were visualized using HOMER^65^ after custom tracks were prepared for the UCSC Genome Browser (http://genome.ucsc.edu/). The acquired data were deposited in the Gene Expression Omnibus database under dataset accession no. GSE79898, GSE80304 and GSE89817.

### Quantitative real-time RT-PCR (qRT-PCR)

The reverse transcription of the RNA samples was performed as previously described^17^ using 2 µg of total RNA, 1 µl of oligo (dT) primer (per reaction) and a Prime Script 1st strand cDNA Synthesis Kit (Takara Bio Inc., Shiga, Japan). The oligo (dT) primer and RNA templates were mixed and denatured at 65 °C for 5 min and then cooled for 2 min on ice. Prime Script buffer (5x), RTase and RNAse inhibitor were added to the cooled template mixture and incubated for 1 h at 50 °C before an enzyme inactivation step was performed at 70 °C for 15 min. qRT-PCR was performed using SYBR Green PCR Master Mix (Takara Bio Inc., Shiga, Japan) and a 7500 Real-time PCR System (Applied Biosystems, Waltham, MA). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as an internal control. Complementary DNA samples were diluted 1.5-fold, and qRT-PCT was performed using an ABI-7500 Real-time PCR System (Applied Biosystems, Waltham, MA) with SYBR Premix Ex-Taq II (Takara Bio Inc., Shiga, Japan) according to the manufacturer’s instructions. The reactions were performed in a total volume of 20 µl that contained 0.4 mM of each primer (Supplementary Table S2). Each PCR series included a no-template control that contained water instead of cDNA and a reverse transcriptase-negative control for each gene. Triplicate measurements were performed for all reactions. Different samples were evaluated using 96-well plates in the gene expression experiments, and all samples were analyzed on a single plate for the endogenous control experiments. The results were analyzed using the critical threshold (∆C_T_) methods in the ABI-7500 software program with the Norm finder and geNorm-plus algorithms. The primers were designed using Primer Express software (Applied Biosystems, Waltham, MA).

### Chromatin immunoprecipitation (ChIP) assay

ChIP experiments were performed using a protocol adapted from Upstate. Chromatin from 1 × 10^7^ cells was used for each immunoprecipitation. BV-2 microglial cells were collected and resuspended in digestion buffer (50 mM Tris-Cl, pH 7.6; 1 mM CaCl_2_, 0.2% Triton X-100, 5 mM butyrate, 1X protease inhibitor cocktail, 0.5 mM PMSF), followed by incubation with 0.3 U Micrococcal nuclease (MNase; Sigma-Aldrich, St. Louis, MO) at 37 °C for 5 min. The reaction was stopped with 50 mM EDTA and treated with RIPA buffer for 16 h, followed by incubation with an approximately 3 µg of primary antibody and Dynabeads Protein A beads (Invitrogen) for 16 h at 4 °C. The antibody used was against H3K27me3 (Cell Signaling #9733), STAT1 (Santa Cruz sc-345), IRF7 (Santa Cruz sc-9083) with normal rabbit IgG (Santa Cruz sc-2025) used as a control. The DNA was extracted and purified following Upstate’s instruction and used in regular PCR analysis. The chromatin immunoprecipitates for the proteins and H3K27me3, STAT1, IRF7 marks were analyzed using regular PCR, with one modification: the cDNA was replaced with immunoprecipitated DNA. The relative enrichment levels indicate the fold changes over the IgG control. Primer sequences were CCL2 forward, AGCCAACTCTCACTGAAGCC; CCL2 reverse, GGGTGATATGCTGGGAAGGG; CCL7 forward, GGCCAGCCTCACATTACACT; CCL7 reverse, CTCTGCTCTTCTGGCAGCTC; CXCL2 forward, CCAACCACCAGGCTACAGG; CXCL2 reverse, GCGTCACACTCAAGCTCTG; CXCL10 forward, TCAGAACAGAAGCCGGAAGT; CXCL10 reverse, TCCTTGACCCTGTAACCACAC; TNF-α forward, CCCCAGATTGCCACAGAATC; TNF-α reverse, CCAGTGAGTGAAAGGGACAG.

### Functional annotation and pathways

To functionally annotate the most significant genes, GO analysis was performed using DAVID, version 6.8^20^. GO was analyzed using a modified Fisher’s exact *P* value in the DAVID program. *P*-values less than 0.001 were considered to be greatly enriched in the annotation category. To determine the possible biological pathways involved in the GSK-J4 treated PM and BV-2 microglial cells, a gene classification analysis of the down-regulated genes was performed using the PANTHER classification system version 9.0 (http://www.pantherdb.org), as described previously^36^. Genes from the datasets that were associated with biological pathways in the PANTHER Pathways Knowledge Base were considered for literature analysis.

### Canonical pathway analysis of datasets

An Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, http://www.ingenuity.com, CA) was performed to analyze the most significant canonical pathways in the datasets as previously described^26^. The genes from datasets associated with canonical pathways in the Ingenuity Pathways Knowledge Base (IPAKB) were considered for literary analysis. The significance of the associations between datasets and canonical pathways was measured in the following manner: (1) the ratio of the number of genes from the dataset that mapped to a canonical pathway was divided by the total number of genes that mapped to the same canonical pathway; and (2) Fisher’s exact test for a *P* value indicating the probability that the association could be explained by chance. After uploading the datasets, gene identifiers were mapped to corresponding gene objects, and the genes were overlaid onto a global molecular network in the IPAKB. Gene networks were algorithmically generated based on connectivity.

### Transcription factor binding motif enrichment analysis

NCBI reference sequence mRNA accession numbers were subjected to transcription factor binding motif analysis using the web-based software Pscan^25^. The JASPAR^66^ database of transcription factor binding sequences was analyzed using enriched groups of −950 base pair (bp) sequences to +50 bp of the 5′ upstream promoters. The range −950 to +50 was selected from the range options in Pscan to obtain the best coverage for a −1000 to +50 bp range.

### Statistical analysis

The data were analyzed using Origin Pro 8 software (Origin Lab Corporation, Northampton, MA, USA). Each value is expressed as the mean ± standard error of the mean (SEM). The statistical analyses were performed using SPSS 17.0 software (SPSS Inc., IL, USA). The data were tested using one-way ANOVA, with the exception of the *in vivo* tests that were analyzed by two-way ANOVA-repeated measures followed by Tukey’s HSD post-hoc correction for comparisons. ^*^ *P* < 0.01 and ^**^ *P* < 0.001 were considered significant.

## Electronic supplementary material

Figure S1, S2, S3, S4, S5, S6 and Supporting Information Table 1, and 2

# Supplementary material for: RNA sequencing reveals resistance of TLR4 ligand-activated microglial cells to inflammation mediated by the selective jumonji H3K27 demethylase inhibitor
**Source:** Sci Rep. 2017 Jul 26;7:6554. doi: 10.1038/s41598-017-06914-5
**Supplement:** Supplementary file 1 — Figure S1, S2, S3, S4, S5, S6 and Supporting Information Table 1, and 2

**Title: RNA sequencing reveals resistance of TLR4 ligand-activated microglial cells to inflammation mediated by the selective jumonji H3K27 demethylase inhibitor**

Amitabh Dasa†, Sarder Arifuzzamanb†, Taeho Yoonc, Sun Hwa Kimc, Jin Choul Chaic, Young Seek Leec, Kyoung Hwa Jung a, **, and Young Gyu Chai b, c, *

†Equal contributors

**
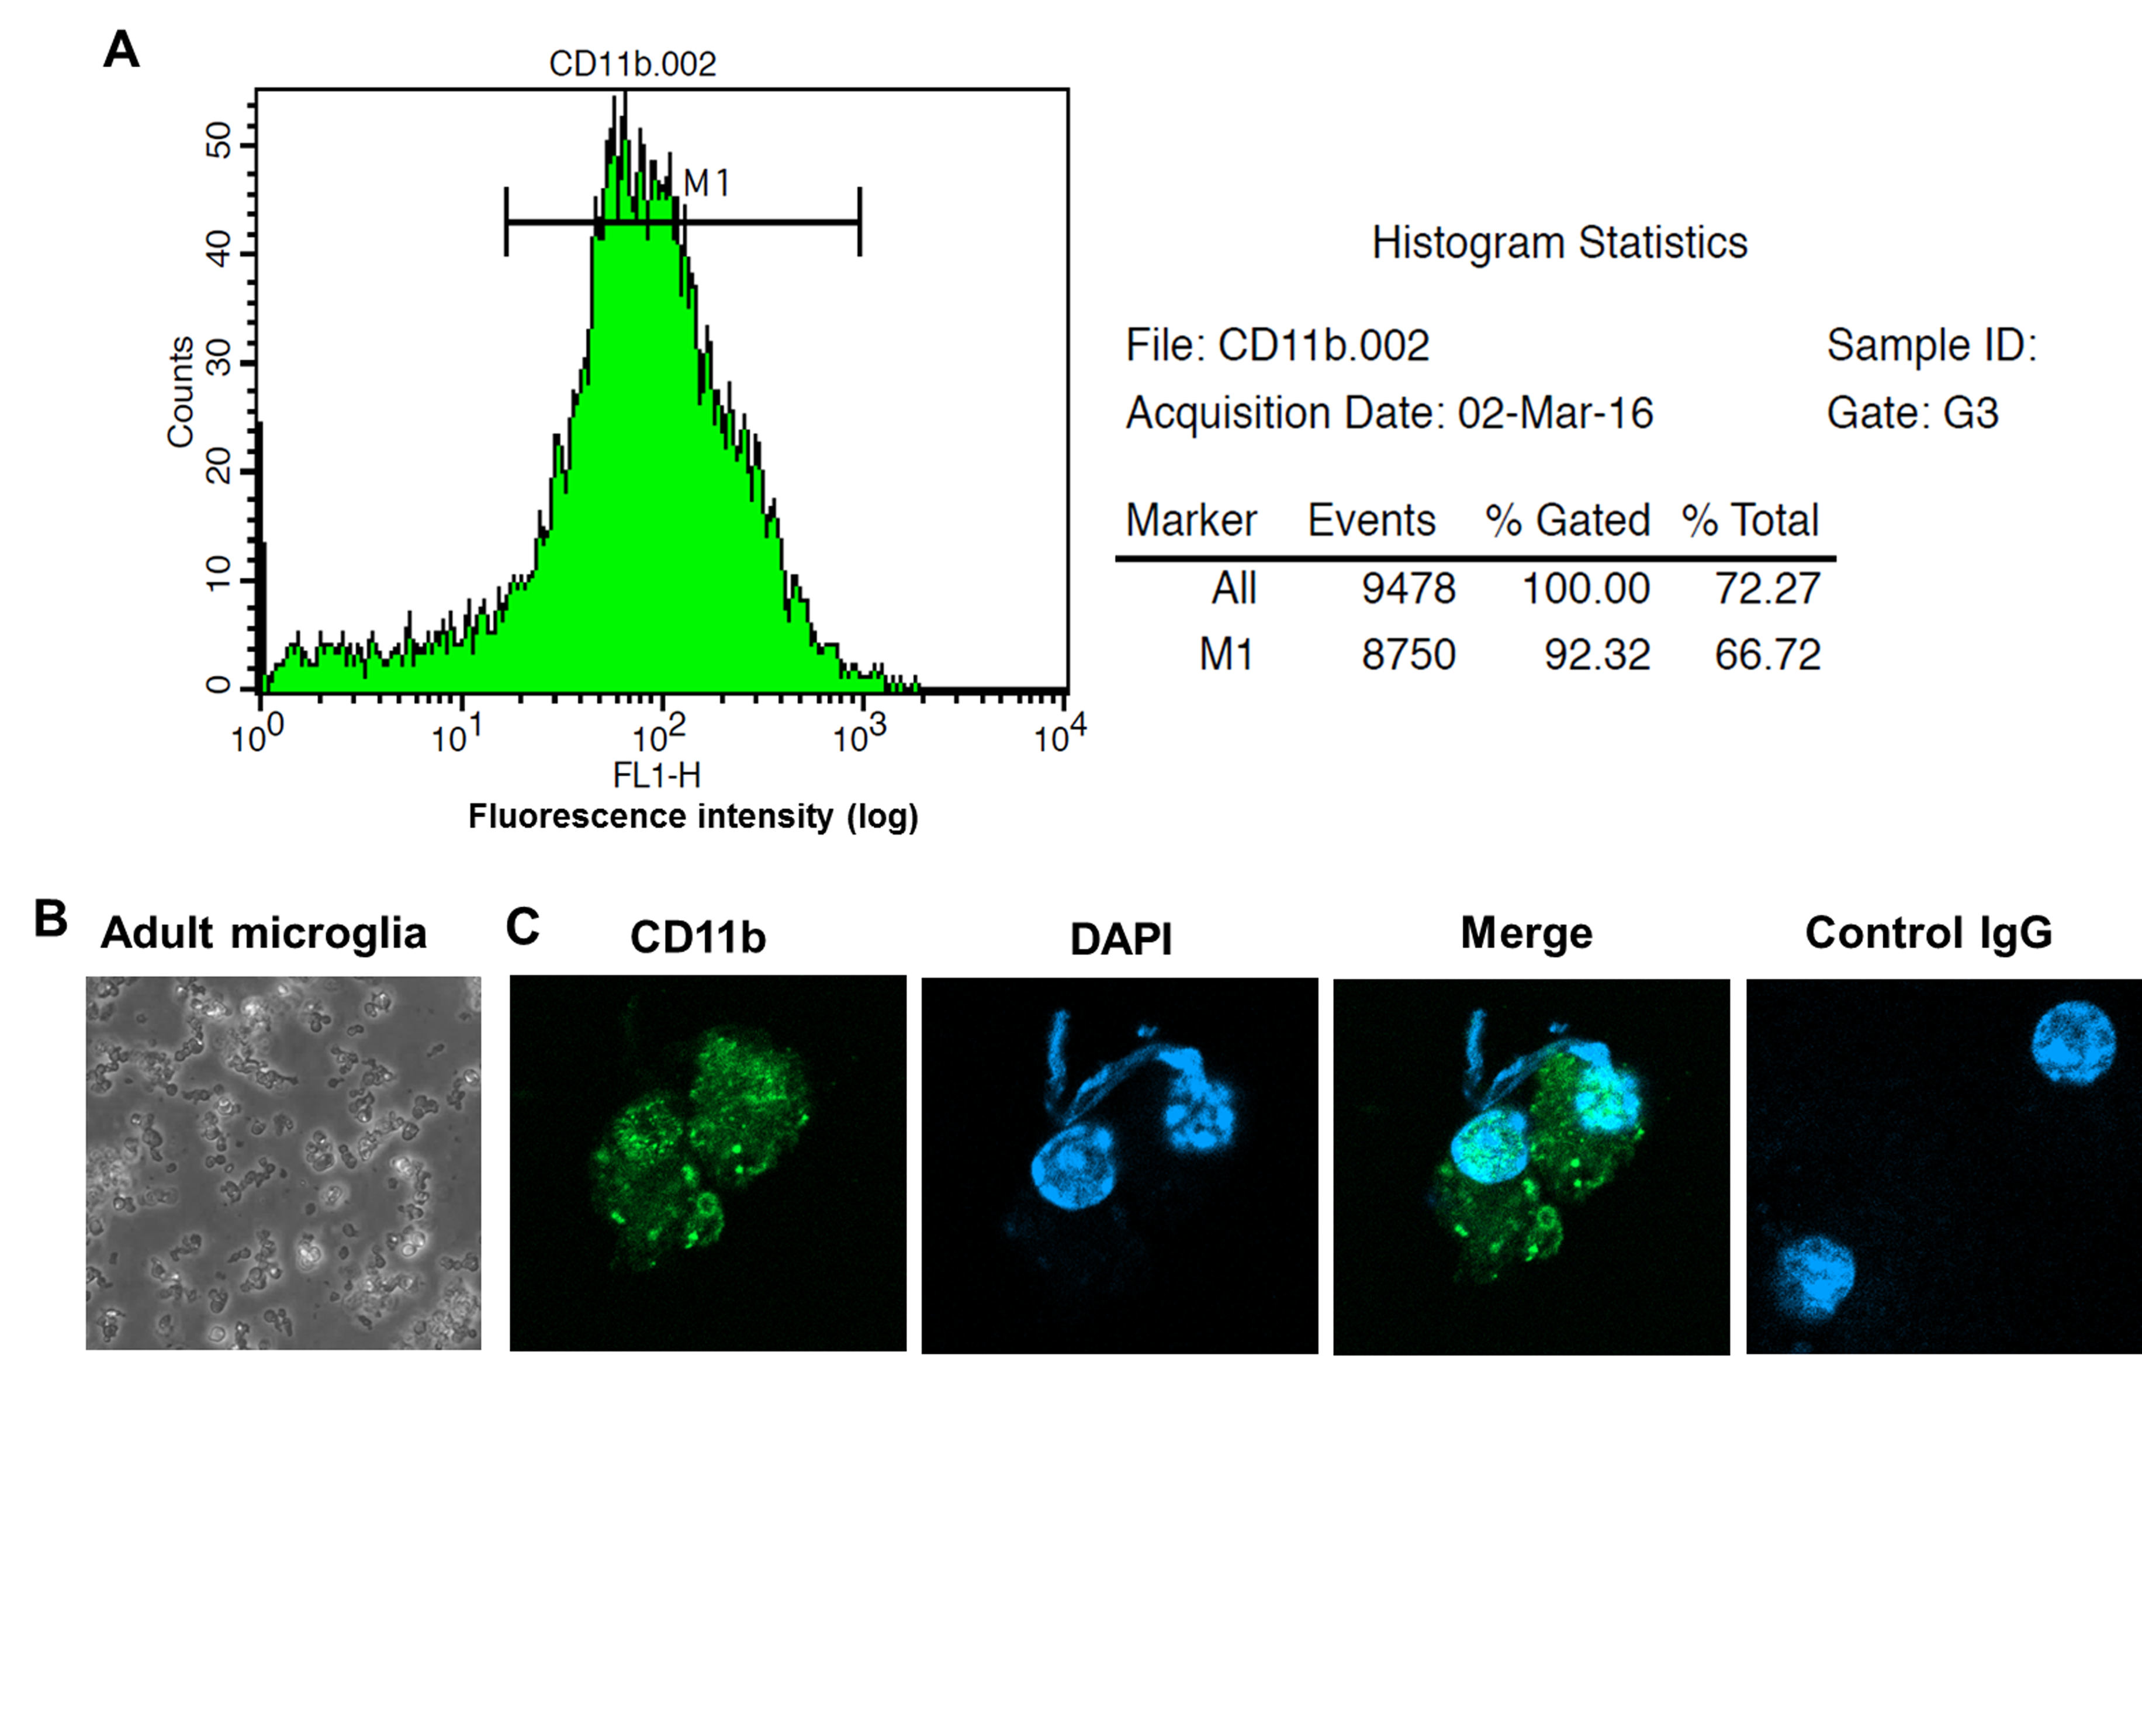
**

**Figure S1 Quantification of CD11b-positive microglial cells.** (A) Microglial purity was assessed using flow cytometry. In total, 92.32% of the cells obtained were PM microglia as quantified by CD11b. The labeled cells are represented by green shaded populations.(B)Photomicrographs are representative images of adult microglia. Images are at 20x magnification. (C) CD11b is expressed on adult mouse microglia. Adult mousemicroglia were stained with CD11b or an isotype-matched control followed by incubation with a FITC-labeled secondary antibody and visualization by fluorescence microscopy. The cells were digitally photographed. Data are representative of three independent similar experiments results.

**
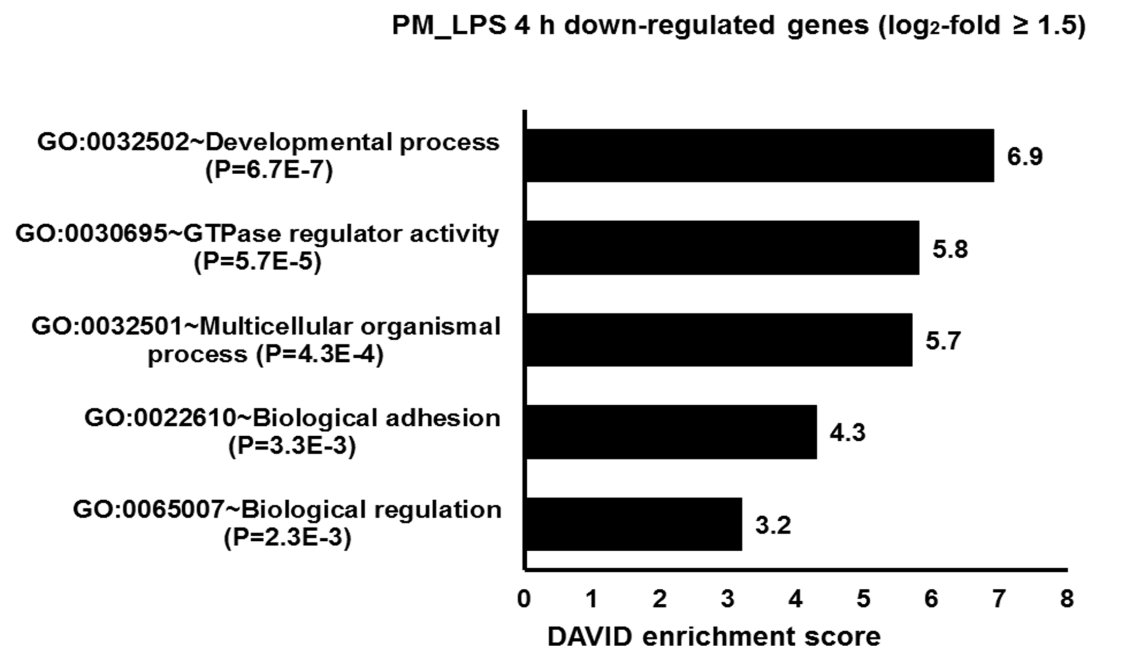
**

**Figure S2 Functional annotations of 4 h LPS-inducible down-regulated genes in PM.** Gene Ontology analysis of functional annotations (biological processes) associated with the top 150 LPS-inducible down-regulated genes at 4 h in PM compared to the control.

**
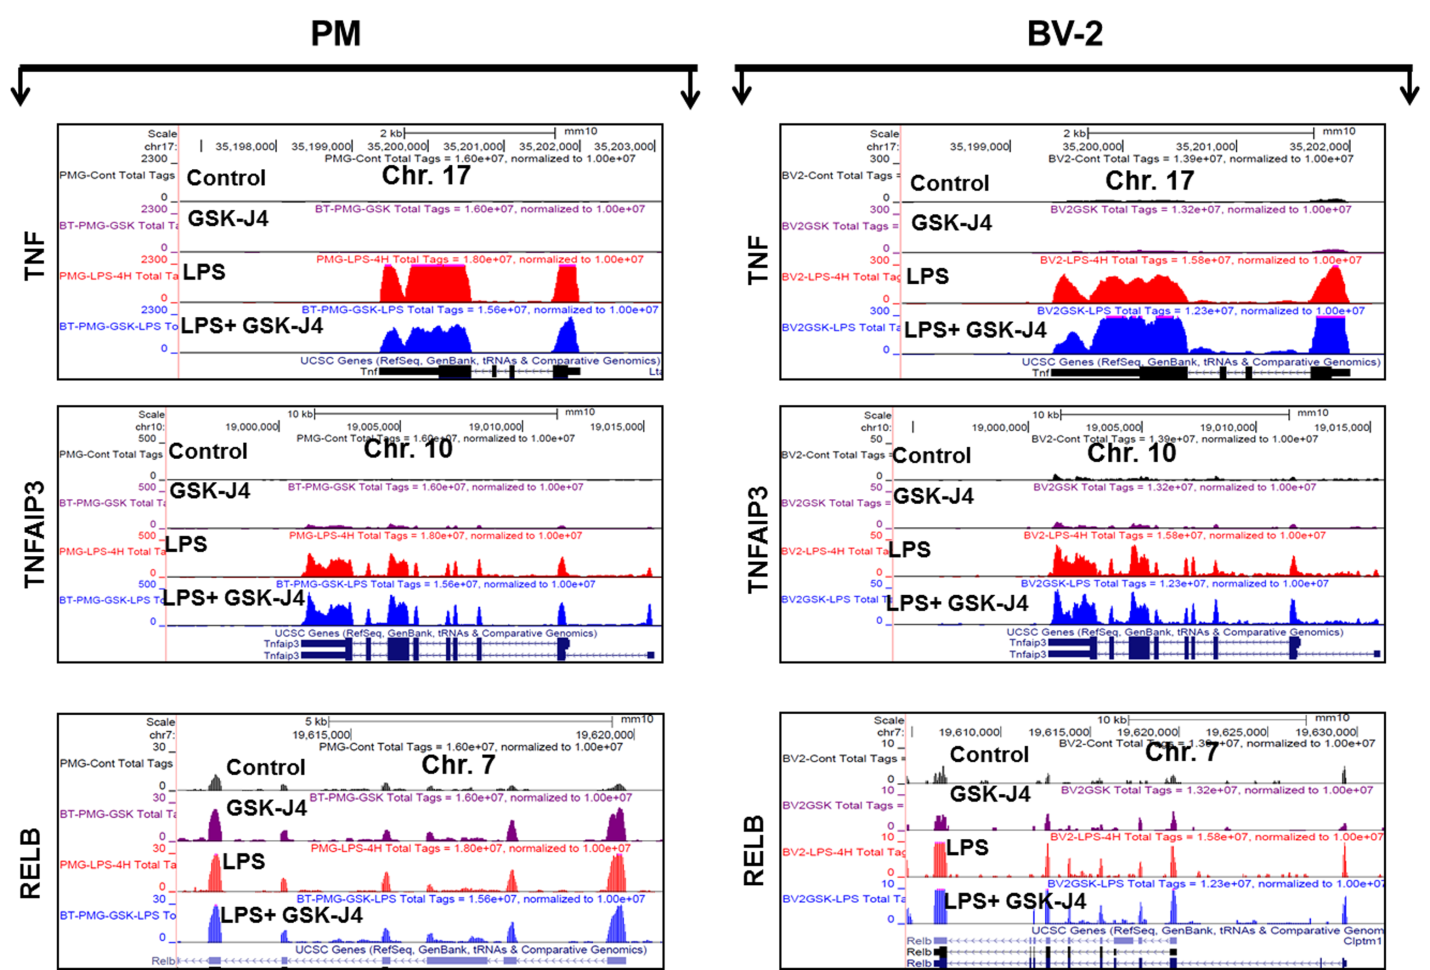
**

**Figure S3 GSK-J4** **did not affect a specific subset of LPS-inducible genes in PM and BV-2 microglial cells.** UCSC Browser images representing the normalized RNA-seq read densities of inflammatory genes that were un-affected by GSK-J4 after 4 h in LPS-inducedPM and BV-2 microglial cells compared with the control.

**
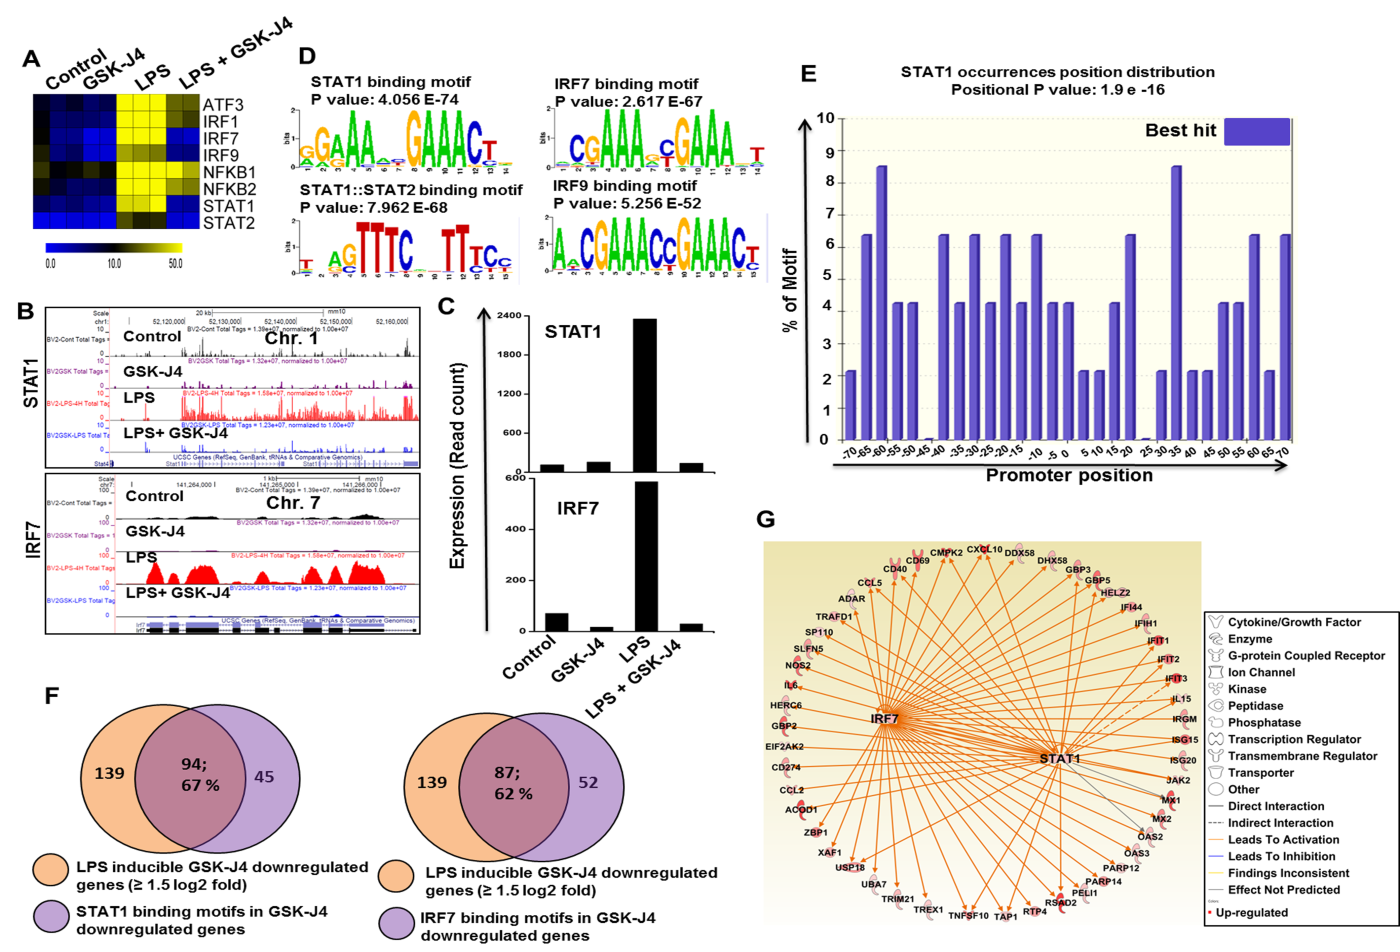
**

**Figure S4 Inhibitory effect of GSK-J4 on LPS-induced key TFs in BV-2 microglial cells.** (A) A heat map representation of TFs expression levels that were selectively down-regulated (*P* ≤ 0.01, and log2-fold change ≥ 1.5) by GSK-J4 at 4 h after LPS-stimulation, from three independent BV-2 microglial cells experiments. Heat maps were generated with the Multi Experiment Viewer (version 4.8) software. (B) UCSC Browser images representing the normalized RNA-seq read density in GSK-J4 down-regulated inflammatory genes at 4 h in the LPS-inducedBV-2 microglial cells compared with controls. (C) Transcript abundance (in Read count) was evaluated using RNA-seq in GSK-J4 down-regulated TFs at 4 h in the LPS-inducedBV-2 microglial cells. (D, E) Patterns of TF motif enrichment within the promoters of the GSK-J4 down-regulated genes (*P* ≤ 0.01, and log2-fold change ≥ 1.5) in LPS-inducedBV-2 microglial cells. (F) Venn diagrams of GSK-J4 down-regulated genes associated with STAT1 and IRF7 in 4 h LPS treated BV-2 microglial cells. (G) The activity of highly connected positive regulators of the inflammatory genes STAT1 and IRF7 led to the activation of this network, as assessed using the IPA molecule activity predictor in GSK-J4 down-regulated genes in BV-2 microglial cells.

**
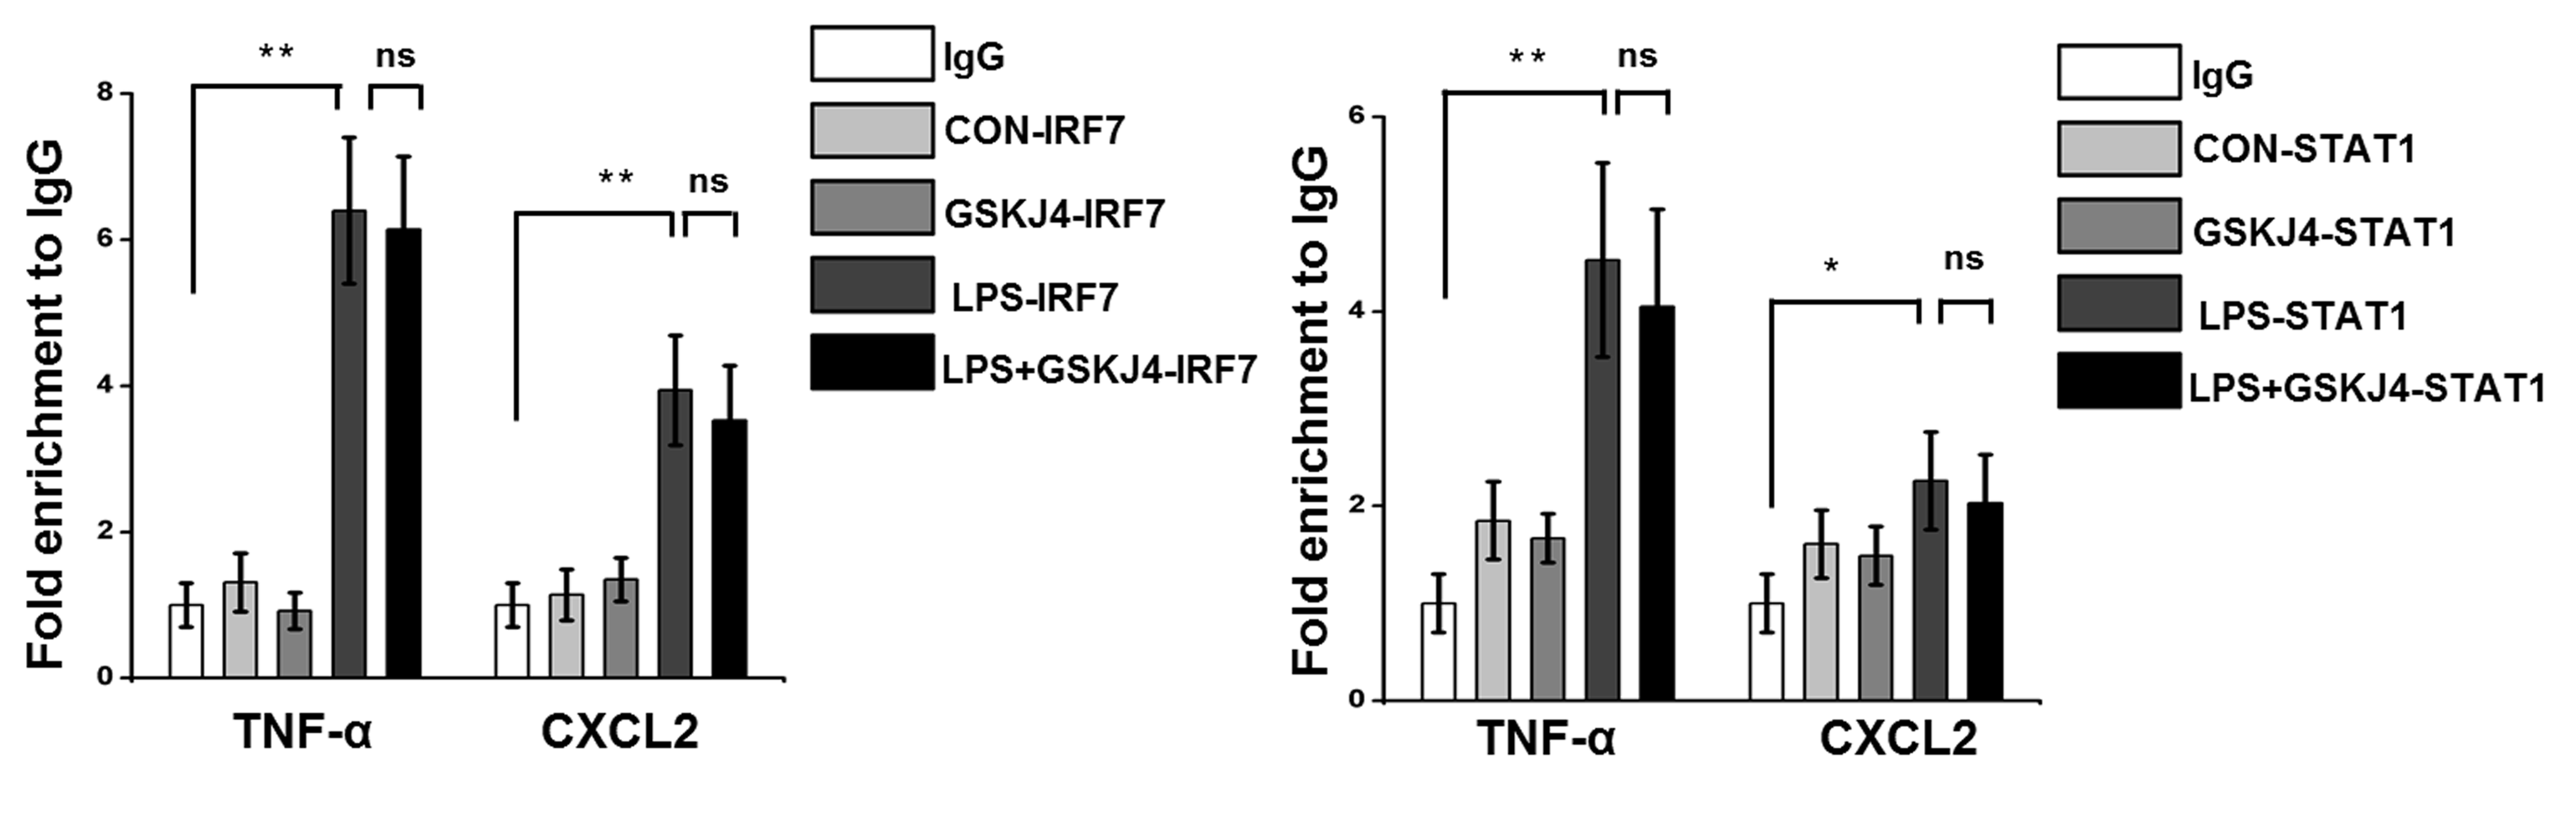
**

**Figure S5 GSK-J4 did not affect STAT1 and IRF7 binding at selected gene promoter regions.** ChIP assay was used to determine the presence of STAT1 and IRF7 at selected genes. The ChIP-enriched samples were analyzed using quantitative PCR with selected gene primers. STAT1 and IRF7 binding was increased following LPS exposure, though it did not reduce STAT1 and IRF7 binding at the promoters of the TNF-α and CXCL2 genes in the GSK-J4-treated BV-2 microglial cells. The graphs represent the mean fold values of enrichment relative to the IgG control from three independent experiments. **P* <0.01, ***P* <0.001 and ns is non-significant compared with the control.

**
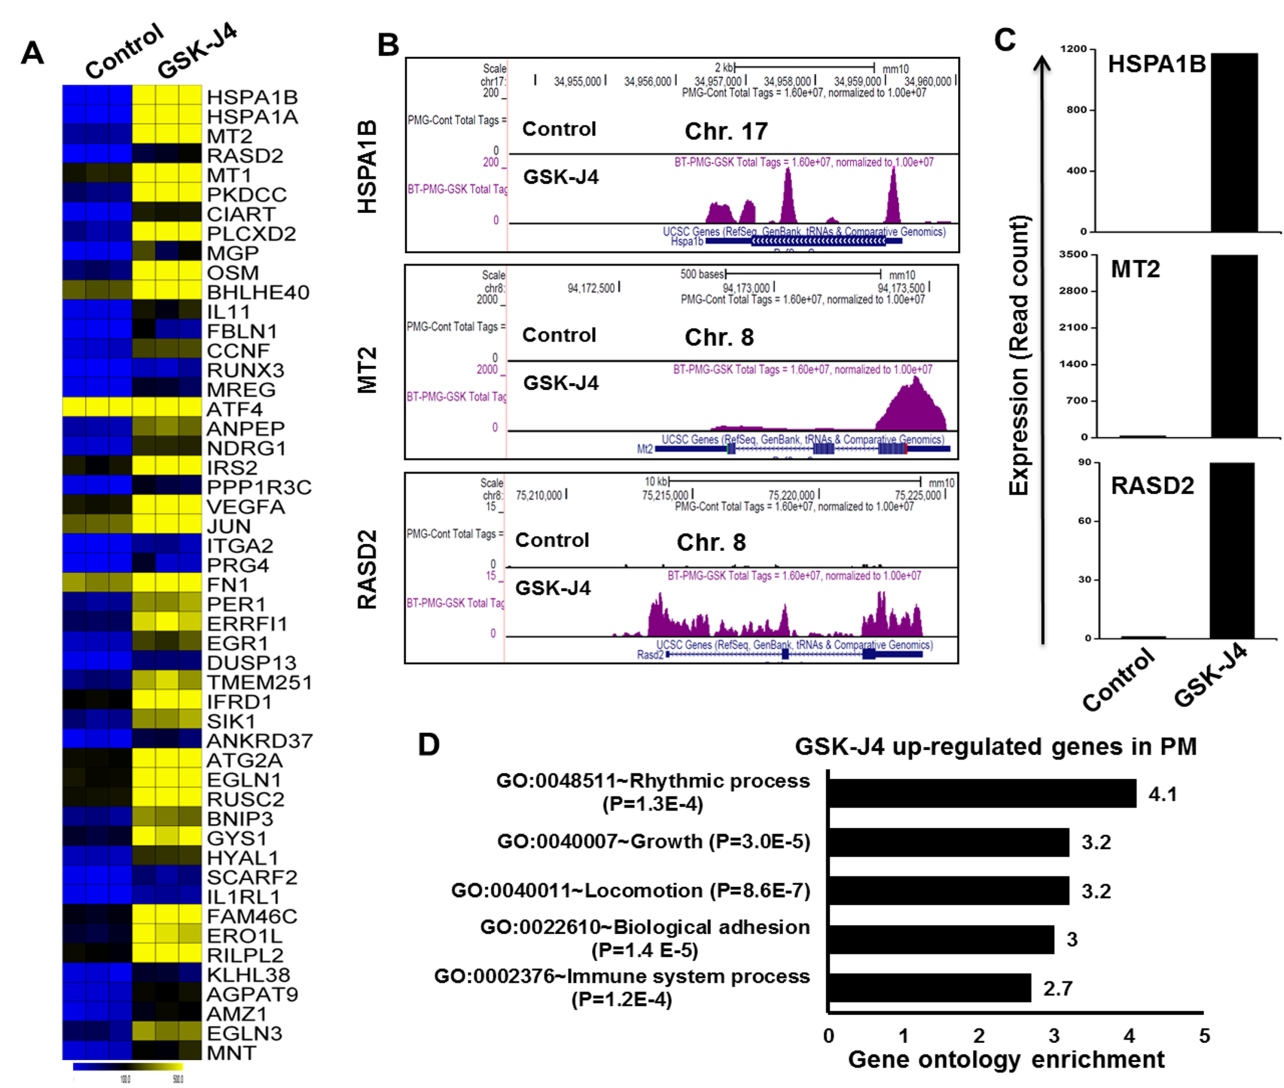
**

**Figure S6 Effect of GSK-J4 alone in PM.** (A) A heat map representing the top 50 transcripts in PM that were up-regulated by GSK-J4 alone in the RNA-seq gene expression data (*P* ≤ 0.01, and log2-fold change ≥ 1.5). 

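All 50 genes of the heat map matched a feature of the count tables and passed the filter on low counts. Their means in the GSK-J4 libraries were between 6.72 and 1395 CPM, with a median of 78.2 CPM. In LPS + GSK-J4 their median was 37.2 CPM. Against GSK-J4 alone, 11 of the 50 genes were down-regulated past the threshold, 2 were up-regulated and 37 were not called. With the replicate number as a block, 12 were down-regulated and 2 up-regulated. The log2 fold change was negative for 37 genes and positive for 13, with a median of -0.95. In 30 genes every LPS + GSK-J4 library lay below every GSK-J4 library, and in 9 genes above. All 10000 random gene lists of the same size matched on mean expression had a higher median log2 fold change. A lower median than that of random lists can follow from choosing genes that were high in these GSK-J4 libraries. In 100 simulations without any change, lists of the 50 genes that rose most had a middle median of -0.29 and a lowest of -0.40. The median of -0.95 lay below these.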

PM cells are compared to the control. Each row shows the relative expression level for a single gene, and each column shows the expression level of a single sample. Heat maps were generated with the Multi Experiment Viewer (version 4.8) software. (B) UCSC Browser images representing normalized RNA-seq read densities in PM. (C) Transcript abundance (in Read count) was evaluated using RNA-seq in GSK-J4 alone treated. (D) Gene ontology analysis of the functional annotations that were associated with up-regulated genes at 4 h after GSK-J4 alone stimulation in the PM.

**Supporting Information Table 1:** STAT1, IRF7 binding motif transcript in GSK-J4 inhibited LPS-induced inflammatory genes in PM and BV-2 microglial cells(*P* ≤ 0.001, and log2-fold change ≥ 1.5)

**Supporting Information Table 2:** List of primers used in qRT-PCR studies

| **Gene symbol** | **Forward Sequence (5' -> 3')** | **Reverse Sequence (5' -> 3')** |
| --- | --- | --- |
| ***CCL2*** | TAA AAA CCT GGA TCG GAA CCA AA | GCA TTA GCT TCA GAT TTA CGG GT |
| ***CCL7*** | CCACATGCTGCTATGTCAAGA | ACACCGACTACTGGTGATCCT |
| ***CCL9*** | CCCTCTCCTTCCTCATTCTTACA | AGTCTTGAAAGCCCATGTGAAA |
| ***CXCL10*** | TGC TGG GTC TGA GTG GGA CT | CCC TAT GGC CCT CAT TCT CAC |
| ***IL1RN*** | GCTCATTGCTGGGTACTTACAA | CCAGACTTGGCACAAGACAGG |
| ***IRG1*** | GGCACAGAAGTGTTCCATAAAGT | GAGGCAGGGCTTCCGATAG |
| ***IRF7*** | GCGTACCCTGGAAGCATTTC | GCACAGCGGAAGTTGGTCT |
| ***IL6*** | TAG TCC TTC CTA CCC CAA TTT CC | TTG GTC CTT AGC CAC TCC TTC |
| ***GAPDH*** | TGCGACTTCAACAGCAACTC | CTTGCTCAGTGTCCTTGCTG |

How the deposited data were processed for this re-analysis (not part of the article)

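RNA-seq libraries of PM were analysed, 3 treated with GSK-J4 (10 μM) and 3 with LPS (10 ng/ml) and GSK-J4 (10 μM), at 4-h. PM came from mixed glial cultures of pooled brains of 12 mice at postnatal day 3. The authors removed adapters and low-quality bases with Trimmomatic, aligned the reads to mm10 with STAR and deposited its table of raw counts per gene for each library, in 3 columns for unstranded, same-strand and reverse-strand fragments. These counts carry no normalization, and the first 4 lines of each table are tallies of fragments not assigned to a gene. Of the same-strand and reverse-strand columns, the one with the larger sum over genes, the reverse strand, was used. The groups and replicate numbers were taken from the titles in the labels, and the numbers are the only source for the pairing of replicates in the model with a block.

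Between 2597505 and 3472716 fragments per library were counted on genes, and between 13919 and 15344 genes had at least 1 count. A level of 3 counts in a library, 0.673 to 1.24 CPM after TMM, was used as the lower limit. Counts were scaled and tested in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1), by TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, and the robust quasi-likelihood test of LPS + GSK-J4 against GSK-J4 without covariates. The common biological coefficient of variation was 0.133. The p values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes were called at an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1.5. Errors are SD over 3 libraries, and 3 libraries against 3 cannot give an exact permutation p below 0.1. The model was tested on simulated data of 3 libraries against 3, in which 200 of 10133 genes were changed. edgeR called 182 of them and 0 unchanged genes, and DESeq2 1.42.0 called 174 and 0. Each simulated change was larger than the threshold, the other genes had none, and no effect of the replicate number was simulated. Few false calls were therefore likely from the start. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

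The genes named are those in the sentences of the paper beside which the data stand, where they matched a feature of the count tables directly, by letter case or through a table of older symbols, and the 5 up-regulated and 5 down-regulated genes with the largest fold change among those whose groups did not overlap. Gene lists were copied from the paper's text, tables and heat maps. The median of a list was compared with 10000 random lists of the same size drawn within 10 bins of mean expression, which describes these libraries, since genes are not replicates. Gene positions, lengths and GC content are from the GENCODE annotation of mm10.

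The contrast, the test, the thresholds, the gene lists and the alternatives were set before the data were examined, apart from the alternatives and tests that are named as chosen later. The alternatives were unstranded counts, DESeq2's size factors in edgeR, the DESeq2 Wald test (DESeq2 is the paper's tool), no filter on low counts, at least 10 counts in every sample, an unadjusted p of at most 0.01, an adjusted p of at most 0.05 with a log2 fold change of at least 1, the replicate number as a block, and leaving out each library in turn. Removal of Rn45s, Mir6236 and Lars2 and the count of both reads of each pair were added after the data were seen. Untreated and LPS-only PM, all BV-2 libraries, ChIP, quantitative PCR and in vivo experiments were not analysed here, so the suppression by GSK-J4 itself was not measured. Results that need 1 gene named in the paper are not reported here.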

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

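The tests of Rn45s, the removal of Rn45s, Mir6236 and Lars2 for the down-regulated genes, the comparisons of the up-regulated genes with the astrocyte markers and of the down-regulated genes with the microglia markers, and all counts of splits were chosen only after the results were seen.

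The ribosomal RNA precursor Rn45s, which the paper does not discuss, took 47.1% of the counts on genes in LPS + GSK-J4 and 25.6% in GSK-J4, with a log2 fold change of 1.40 (adjusted p = 5.85e-05) and higher levels in 3 of 3 libraries. A larger carry-over of ribosomal RNA after depletion could raise other ribosomal features as well. Mir6236 and Lars2, annotated as a miRNA and a protein-coding gene, were taken as such features, which was not tested. Mir6236 had a log2 fold change of 0.43 (adjusted p = 0.316) and Lars2 of 0.23 (adjusted p = 0.328), both within the spread between replicates. The counts on these 2 features per 100 counts on Rn45s were 30.3 to 34.6 in the GSK-J4 libraries and 13.1 to 18.6 in the LPS + GSK-J4 libraries, so a carry-over that raises all 3 by the same factor is not seen. A carry-over that affects Rn45s more than the other 2 cannot be told apart from another cause. Total fragments overlapped between the groups, with up to 12486229 in an LPS + GSK-J4 library and 11831774 to 13487463 in the GSK-J4 libraries. A share of the counts does not depend on this total, so the comparison does not bear on its cause. A change of ribosomal RNA synthesis with LPS was not tested.

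In PM treated with GSK-J4, LPS lowered 82 genes past the threshold, 70 of them outside the lists copied from the paper. Without Rn45s, Mir6236 and Lars2, 83 genes were down-regulated, and after all libraries were thinned to 1374377 counts outside these features, 84. The TMM factors were 0.821 to 1.31 with these features and 0.972 to 1.02 without them. They thus already allowed for the share of Rn45s, and the count of 83 bears on the scaling only. Transcript length and GC content were known for 79 of the 82 genes (96.3%). The median length lay at the 65.5 percentile and the median GC content at the 44.4 percentile of random lists matched on mean expression. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many down-regulated genes. This design allows no smaller share, so the splits cannot decide on a grouping by chance. For the 82 genes called, the test over replicates argues against it. Each had an adjusted p of at most 0.01, and in all 82 the 3 LPS + GSK-J4 libraries lay below the 3 GSK-J4 libraries. A response to LPS in the presence of GSK-J4 is a candidate explanation for these decreases. A smaller share of microglial RNA alone would lower no gene by more than the microglia markers, if LPS did not change these within the cells. The markers Itgam, Aif1, Csf1r and Cx3cr1 had log2 fold changes of -0.21, -0.31, -0.46 and -0.48 (adjusted p = 0.179, 0.579, 0.00450 and 0.00354). All 82 genes fell by more than each of them, which the threshold of 1.5 for calling a gene fixed in advance. The count of 82 therefore adds no evidence. Under that assumption, only the presence of genes with such decreases argues against a smaller share of microglial RNA alone. Cells without a marker measured here were not examined.

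The astrocyte markers Gfap, Aqp4 and Gja1 were higher in LPS + GSK-J4, with log2 fold changes of 1.70, 1.37 and 1.38 and higher levels in 3 of 3 libraries. The 3 other genes of the same marker list did not pass an adjusted p of 0.05, Slc1a2 at 1.14 (adjusted p = 0.0546), Slc1a3 at 0.69 (0.260) and Aldh1l1 at -0.16 (0.864). A second list of 12 astrocyte markers, written after these genes were seen and before its own genes were looked at, had a median log2 fold change of 1.33 over the 9 genes tested, at the 99.99 percentile of random lists matched on mean expression. All 9 were higher, by 0.44 to 1.78, and 5 had an adjusted p of at most 0.01. A larger share of astrocyte RNA in the LPS + GSK-J4 cultures is consistent with this value, and an effect of LPS on transcription in astrocytes could not be told apart from it.

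If a larger share of astrocyte RNA alone raised the 299 up-regulated genes, most of them would rise by no more than the marker that rose most. A total of 181 rose by more than this marker, Mlc1, among them 7 of the suppressed cytokine genes, 16 of the IRGs and 8 of the genes reported as unaffected. The other 118 rose by no more than Mlc1 but, like all genes called, by at least 1.5, which Gfap, Sox9 and Mlc1 alone among the tested markers reached. A shift in the cell mixture was not excluded for these genes. Genes that astrocytes express and that LPS induces in them were not excluded by this comparison.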

How the results depend on the processing

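Of 96 named genes tested, 72 kept their direction and their side of the thresholds under each setting in which they were tested, and 79 did so when the fits that each left out 1 library are set aside. Unstranded counts, DESeq2's size factors and an unadjusted p of at most 0.01 changed no named gene and no count by more than 1.5 times.

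With at least 10 counts required in every sample, 176 genes were up-regulated, with 4 of the suppressed cytokine and TF genes, 5 of the IRGs, 6 of the PM-only genes, 1 of the Table 1 genes and 8 of the Table 3 genes, and the median log2 fold change of the Table 1 and Table 3 genes was 1.12. This filter removes genes that are near 0 counts in GSK-J4. Without a filter, 18 Table 1 genes and 1 of the TF genes reported as unaffected were up-regulated, and the median of the Table 1 and Table 3 genes was 1.82. Of the named genes, Nfkb1 and Usp18 (log2 fold change 1.49 for each) and Irg1 (adjusted p = 0.0142) lost their calls without a filter. At an adjusted p of at most 0.05 and a log2 fold change of at least 1, 844 genes were up-regulated and 285 down-regulated, 1 of the suppressed TF genes passed, and 28 genes reported as induced by GSK-J4 were changed. DESeq2 called 1 of the TF genes reported as unaffected, since Nfkb1 fell just below the fold change. Without Rn45s, Mir6236 and Lars2, a setting chosen after seeing the data, the median of the Table 1 and Table 3 genes was 1.71. These shifts of the median follow from the genes that entered it. Over the 60 genes shared by both, the median without a filter was 1.43 against 1.49. Over the 33 genes with at least 10 counts in every sample, the median before the other genes were removed was 1.11. Without Rn45s, Mir6236 and Lars2, 3 genes, Il18, Xkr8 and Trim30d, did not pass the filter, and over the other 57 the median with these features was 1.71 as well. No other causes were tested.

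With the replicate number as a block, the counts were 306 up-regulated and 90 down-regulated genes. The spread is estimated anew in this model, so its adjusted p values are not comparable with those without the block. Of the 299 and 82 genes called without the block, 284 and 82 kept their calls, and the named genes that lost theirs were Usp18 and Irg1. Libraries with the same number had a mean r of 0.134 and libraries with different numbers -0.0646, a value tied to the first by subtraction of the group means.

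Across the 6 fits that each left out 1 library, the up-regulated genes numbered 271 to 374 and the down-regulated genes 79 to 100. The counts were 7 to 9 for the suppressed cytokine and TF genes, 17 to 19 for the IRGs, 9 to 12 for the genes of Fig. 3C, 11 to 12 for the PM-only genes, 0 to 1 for the suppressed TF genes, 1 to 2 for the TF genes reported as unaffected, 8 to 11 for Table 1, 20 to 23 for Table 3 and 13 to 17 for the genes reported as induced by GSK-J4. In each of these fits 9 of the genes reported as unaffected were up-regulated, and their median log2 fold change was 1.74 to 2.00, while that of the Table 1 and Table 3 genes was 1.37 to 1.72. Among the named genes counted above, the sign changed in at least 1 fit for Gbp9 (-0.18 to 0.0717), Il18 (-0.62 to 0.26), Mt2 (-0.21 to 0.0194), Nfxl1 (-0.12 to 0.33) and Usp25 (-0.13 to 0.0257), none of which differed past the spread between replicates. Other genes mentioned here changed sign as well, among them Mgp (-0.83 to 0.51), Prg4 (-0.82 to 0.89), Xkr8 (-0.61 to 0.19), Ifnar2 (-0.070 to 0.026) and Tyk2 (-0.23 to 0.18). Over all named genes, these fits together lost 8 calls and gained 9, with a gene counted once for each fit. Of the LPS response genes in GSK-J4 alone, 9 to 10 were below 1 CPM in the 3 fits that left out a GSK-J4 library, and 13 were below 5 CPM with all libraries.

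The depth limits the genes with few counts. Of the 50 genes of Table 1, 27 did not pass the filter on low counts, nor did 11 of the PM-only genes and 12 of the Table 3 genes.

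Other splits of the libraries were counted for each of these results, against the 4 splits that part all 3 same-numbered pairs. Only the real split, 1 of the 4, gave as many genes or as large a median, apart from the suppressed TF genes, where the count of 0 was reached by all 4. At an unadjusted p under 0.05 the 3 other splits gave 67, 53 and 207 genes, and none past the thresholds. The 6 splits that part only 1 pair mix the replicate numbers differently and were set aside. They gave between 64 and 523 genes at an unadjusted p under 0.05, and 0 past the thresholds. The reason for setting them aside is weak, since r was -0.0102 to 0.295 for same-numbered pairs and -0.290 to 0.243 for others. With 3 libraries in a group, these counts of splits cannot decide on a grouping by chance, since 1 of 4 is the smallest share possible. For the 381 genes called, the test over replicates argues against it, at an adjusted p of at most 0.01 for each. The 0 unchanged genes called in the simulated data add nothing here. Those genes had no change or one above the threshold, and no effect of the replicate number was simulated.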

Differences from the paper's values

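The paper's browser images give about 16000000 tags for PM treated with GSK-J4 and about 16000000 for PM treated with LPS + GSK-J4 (Fig. 3E, read by eye). In the deposited tables the mean number of uniquely mapped fragments per library was 7942591 in GSK-J4 and 7691955 in LPS + GSK-J4. None of the alternatives set before the data were examined bears on this number. With both reads of each pair counted, an alternative chosen after seeing the values, the means were 15885183 and 15383909, within the limits set for a difference.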

Other observations

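The tests on the genes reported as induced by GSK-J4 were chosen only after the result was seen.

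The 50 genes reported as induced by GSK-J4 alone (Supplementary Figure S6A) had a median log2 fold change of -0.95 when LPS was added. Of these genes 37 were lower and 13 higher, 11 were down-regulated, and 2, Egr1 at 3.98 and Il1rl1 at 1.68, were up-regulated. Genes selected because they were high by chance in these GSK-J4 libraries would fall in any other group. In 100 simulations without any change, lists of the 50 genes that rose most had medians down to -0.40, with a middle value of -0.29, and none reached the observed median. After all libraries were thinned to the same number of counts, the median was -0.99. A reversal by LPS of the response of some of these genes to GSK-J4 is therefore a hypothesis that these values are consistent with. A shift in the cell mixture was not excluded for the genes of this list.

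Ifnb1 passed the thresholds with LPS in the presence of GSK-J4, whereas the increase of Irf9, seen in 3 of 3 libraries, stayed below them. Transcripts of the interferon receptor and its kinases were therefore examined. In LPS + GSK-J4 the means were 201 CPM for Ifnar1, 65.0 CPM for Ifnar2, 111 CPM for Jak1 and 41.4 CPM for Tyk2, so none was missing. Since 17 of the 27 IRGs tested were up-regulated, these data do not show an absent interferon response, and the smaller increase of Irf9 was not explained.

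The paper reports IRF7 motifs in the promoters of genes lowered by GSK-J4, in more genes than the supplement lists with a score. The listed scores ran from 0.845 to 0.973, so the relation covers these genes only. Across the 109 genes tested of the 146 with an IRF7 motif score in the supplement, Spearman's rho between the score and the log2 fold change was 0.28 (Pearson's r 0.22, 2-sided permutation p = 0.00376, adjusted 0.0113 over 3 relations). The motif could act on the induction by LPS as well as on the suppression by GSK-J4, which was not measured, so the sign of this relation does not tell them apart. The log2 fold changes in Table 1 and Table 3 give the suppression by GSK-J4 in LPS-treated PM, a contrast unlike the one measured here. Over the 60 tested genes of these tables, rho between the paper's log2 fold change and that measured here was -0.10 (r -0.11, permutation p = 0.467, adjusted 0.467). Both contrasts use LPS + GSK-J4, and this value is no check of the paper's values. These relations are across genes, which are not independent replicates.

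Mgp, Prg4 and Fbln1 varied widely between replicates of both groups, Mgp being at 31.6 ± 18.4 and 30.1 ± 21.9 CPM (SD, n = 3). RNA from fibroblast-like cells in the cultures is a candidate explanation. Across the 6 libraries, the mean log2 CPM of the 3 genes had an r of 0.84 with that of a list of fibroblast markers (2-sided exact permutation p = 0.05, adjusted 0.1 over 2 lists, rho 0.83, exact p = 0.0583). It was 0.70 without the 2 libraries farthest from the median and 0.98 after the group means were subtracted. The relation did not pass the limit of a p under 0.05 set in advance, and whether such cells were the source cannot be told. With a list of astrocyte markers r was 0.0449 (exact p = 0.904, rho -0.14, exact p = 0.803), so no relation with astrocyte RNA was seen in these 6 libraries.

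Of the 31 genes that Table 2 lists for BV-2 microglial cells, 27 passed the filter on low counts in PM. LPS up-regulated 2 and down-regulated 1 of them in the presence of GSK-J4, and their median log2 fold change was 0.49.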
